# Deciphering the STAT3-PXN positive feedback loop in GBM, IDH-wildtype: transcriptional regulation and inhibition of YB-1 ubiquitination

**DOI:** 10.1038/s41420-026-03035-9

**Published:** 2026-03-23

**Authors:** Xiaodong Li, Hongyan Guo, Ziyi Liu, Tianze Wang, Maode Wang, Wei Chen, Hai Yu

**Keywords:** CNS cancer, Mechanisms of disease

## Abstract

Glioblastoma (GBM) is the most fatal primary brain malignancy in adults, with a median survival of approximately 15 months. The 2021 WHO classification redefined GBM as exclusively IDH-wildtype based on its characteristic molecular and clinical features. In this study, we aimed to identify key prognostic genes in GBM, IDH-wildtype. Using univariate Cox proportional hazards regression analysis, PXN was identified as a critical upregulated gene in GBM, IDH-wildtype, significantly associated with poor prognosis. Its expression was further validated by qRT-PCR, western blotting, and immunohistochemistry. Functional assays revealed that elevated PXN enhances GBM malignancy, whereas its knockdown suppresses corresponding malignant features. Mechanistically, PXN and STAT3 form a positive feedback loop: STAT3 upregulates PXN transcription, and PXN, in turn, activates STAT3 by regulating SRC transcription. Additionally, PXN stabilizes YB-1 protein by inhibiting its ubiquitination. Further mRNA sequencing analysis demonstrated that YB-1 contributes to maintaining GBM malignancy through multiple signaling pathways. These results suggest that the STAT3-PXN positive feedback axis and the regulation of YB-1 stability by PXN may offer novel targets for GBM therapy.

**Figure:**
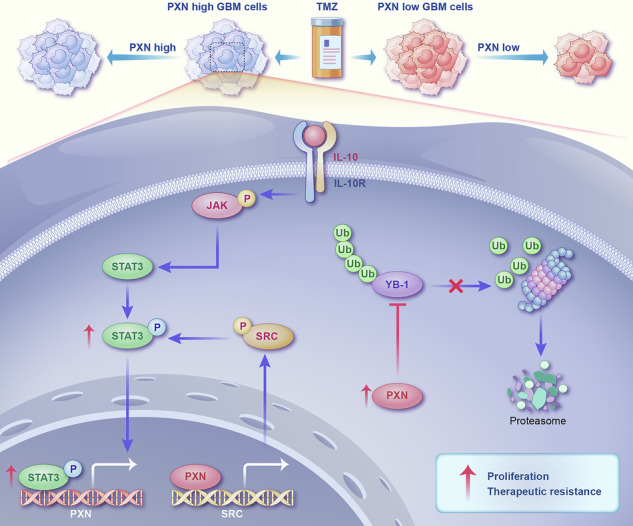
PXN is elevated in GBM, IDH-wildtype and associated with poor prognosis and malignant features. STAT3 directly promotes PXN transcription, and PXN reciprocally activates STAT3 by regulating SRC transcription. PXN stabilizes YB-1 protein by inhibiting its ubiquitin-mediated degradation.

PXN is elevated in GBM, IDH-wildtype and associated with poor prognosis and malignant features. STAT3 directly promotes PXN transcription, and PXN reciprocally activates STAT3 by regulating SRC transcription. PXN stabilizes YB-1 protein by inhibiting its ubiquitin-mediated degradation.

## Introduction

Glioblastoma (GBM) is the most common and fatal primary brain tumor in adults [1]. In 2021, the fifth edition of the WHO Classification of Tumors of the Central Nervous System (WHO CNS5) redefined GBM as exclusively isocitrate dehydrogenase (IDH)-wildtype, distinguishing it from IDH-mutant astrocytomas based on its unique molecular and clinical features [2]. Current multimodal approaches for GBM include maximal surgical resection, followed by concurrent and adjuvant chemo-radiotherapy [3]. Despite these efforts, the prognosis for GBM patients remains disheartening. Studies have reported that patients with GBM, IDH-wildtype have a median overall survival of 12-21 months [4]. Therapeutic resistance, particularly to temozolomide (TMZ), contributes to this grim scenario [5]. TMZ has served as the first-line chemotherapeutic agent for newly diagnosed glioblastoma for over two decades [6], yet nearly all patients eventually develop resistance to TMZ [7]. Therefore, focusing on GBM, IDH-wildtype is essential to elucidate the mechanisms underlying tumor progression and therapeutic response.

Focal adhesions (FAs) are large, integrin-containing, multi-protein complexes that span the plasma membrane, acting as a liaison between the cellular cytoskeleton and extracellular matrix (ECM) [8]. Paxillin (PXN), a multifunctional adaptor protein, recruits structural and signaling molecules to FAs, where it transduces adhesion and growth factor signals to regulate cell shape, adhesion, motility, and gene expression [9–11]. PXN is frequently overexpressed in multiple cancers, including prostate cancer [12], colorectal cancer [13], and non-small cell lung cancer [14]. Its upregulation is associated with increased malignancy and poor patient prognosis [13, 15, 16]. It has also been implicated in conferring cisplatin resistance in non-small cell lung cancer [17]. In glioma, numerous studies have focused on PXN’s role in focal adhesions. These studies indicate that PXN is often regulated indirectly through other pathways, affecting cytoskeletal reorganization, migration, and invasion [18–23]. Systematic investigations of PXN itself in glioma, however, are largely limited to bioinformatic predictions and basic functional validations [24, 25]. The upstream transcriptional regulation, nuclear roles, and post-translational functions of PXN in GBM have yet to be fully elucidated.

In our study, we first identified PXN as a prognostic factor in GBM, IDH-wildtype through integrative bioinformatic analyses. Subsequent in vitro and in vivo experiments showed that PXN drives malignant phenotypes of GBM cells. We next explored the upstream regulation of PXN, and identified signal transducer and activator of transcription 3 (STAT3) as a key transcriptional regulator. Mechanistic analyses uncovered a STAT3-PXN-SRC-STAT3 positive feedback loop, in which STAT3 transcriptionally upregulates PXN, and nuclear PXN further promotes proto-oncogene tyrosine-protein kinase Src (SRC) transcription, thereby activating STAT3 signaling. Finally, we explored PXN-associated downstream factors and found that PXN stabilizes Y-box binding protein 1 (YB-1) by inhibiting its ubiquitin-mediated degradation. In general, these findings define a STAT3-PXN-SRC-STAT3 positive feedback loop and a PXN-YB-1 regulatory axis in GBM, schematically summarized in the Graphic Abstract.

## Results

### PXN expression is highly elevated in GBM, IDH-wildtype

The dismal clinical prognosis of GBM, IDH-wildtype prompted us to examine the prognosis-related genes in this subtype via univariate Cox proportional hazards regression analysis. As a result, 17 genes were identified in total, with 12 genes showing high expression in tumor tissues. The 10 differentially expressed genes (DEGs) between GBM, IDH-wildtype and normal samples were shown (Fig. 1A). Comparative analysis showed that PXN is one of the most remarkably elevated prognosis-related genes in GBM, IDH-wildtype (Fig. 1B). To verify PXN expression patterns in gliomas, we compared PXN mRNA expression across glioma grades using data from four datasets, including TCGA, CGGA, Rembrandt, and BAO. The results indicated that WHO grade IV glioma exhibits the highest PXN mRNA expression (Fig. 1C). To validate these results in vitro, qRT-PCR and western blotting were performed. The results demonstrated that PXN mRNA and protein expression levels are significantly upregulated in GBM cells compared with normal human astrocytes (NHA), especially in U87 and U373 cells (Fig. 1D, E). Consistently, PXN expression is highly elevated in GBM, IDH-wildtype tissues compared with para-tumor tissues (Fig. 1F–H). Overall, these findings indicate that PXN is preferentially expressed in GBM, IDH-wildtype, and correlates with poor prognosis of patients.

**Fig. 1:**
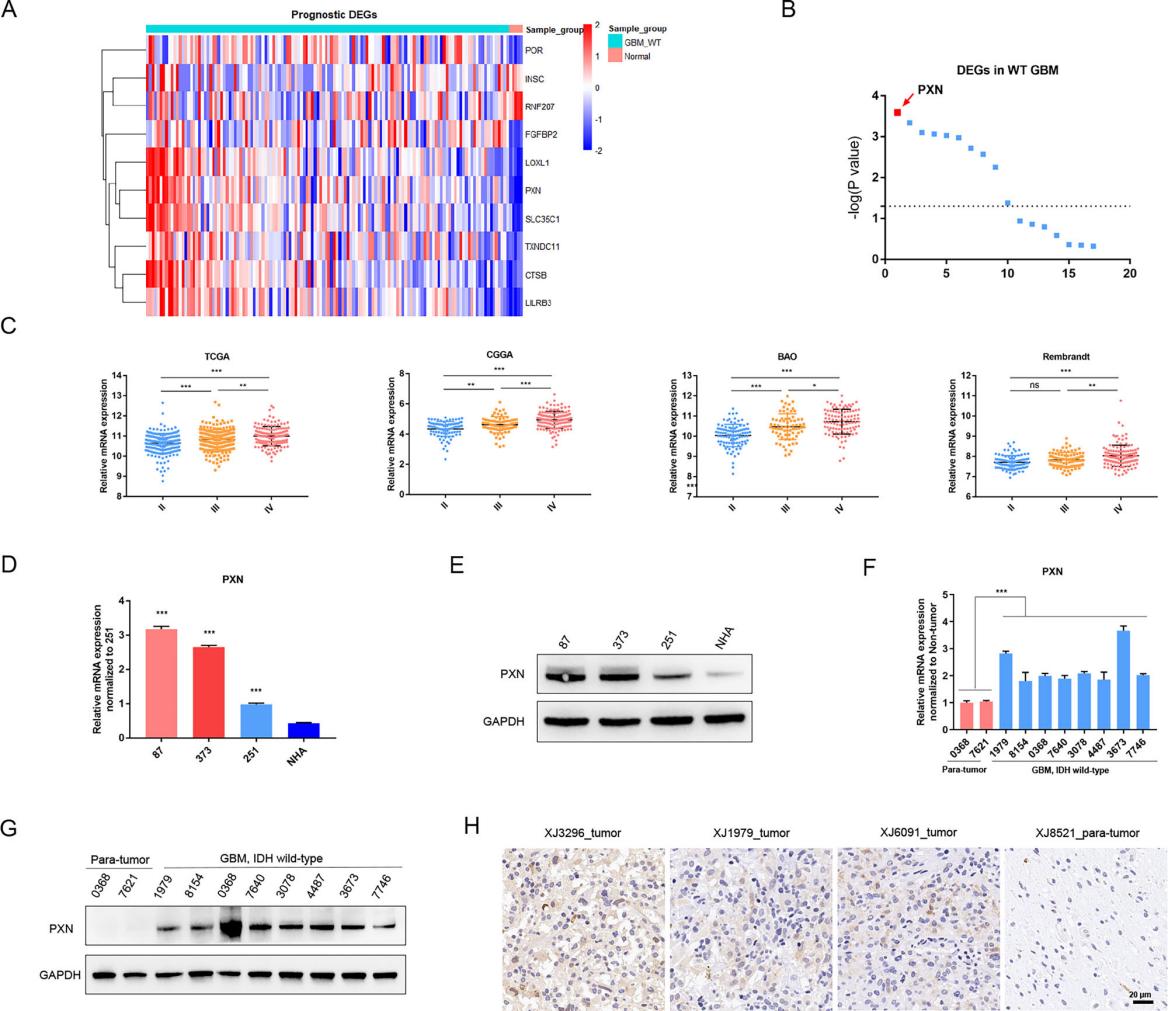
PXN expression is highly elevated in GBM, IDH-wildtype. **A** A heatmap displaying DEGs between GBM, IDH-wildtype and normal samples in TCGA dataset. **B** Comparative analysis showing DEGs most closely related with the prognosis of GBM, IDH-wildtype patients. **C** PXN mRNA expression in grade II, III and IV gliomas using the information from TCGA, CGGA, Rembrandt and BAO datasets. Data are presented as mean ± SD. Statistical significance was determined by one-way ANOVA with Tukey’s post hoc test (ns, not significant; *P < 0.05, **P < 0.01, ***P < 0.001). **D** qRT-PCR detecting PXN mRNA expression in U87, U373 and U251 GBM cells and NHA cells. GAPDH served as a control. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by one-way ANOVA with Dunnett’s multiple comparisons test (***P < 0.001). **E** Western blotting determining PXN protein expression in U87, U373, U251, and NHA cells. **F** qRT-PCR detecting PXN mRNA expression in GBM, IDH-wildtype and para-tumor tissues. GAPDH served as a control. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a two-tailed Student’s *t*-test (***P < 0.001). **G** Western blotting determining PXN protein expression in GBM, IDH-wildtype and para-tumor tissues. **H** IHC detecting PXN protein expression in GBM, IDH-wildtype and para-tumor tissues. Scale bar = 20 μm.

### Silencing of PXN hinders malignant features of GBM cells

To investigate PXN’s role in GBM, shRNAs targeting PXN (shPXN#1 and shPXN#2) were introduced into U87, U373, and XJ6376 cells. The efficacy of silencing was confirmed via qRT-PCR and western blotting (Fig. 2A, B and S1A, B). Next, we investigated the impact of PXN silencing on GBM cell functions. Cell viability assays revealed that silencing of PXN significantly reduces cell growth (Fig. 2C and S1C). Colony formation assays showed that PXN silencing dramatically abolishes self-renewal ability of GBM cells (Fig. 2D, E and S1D). Transwell and wound healing assays indicated that the migration ability of GBM cells is remarkably impeded by PXN silencing (Fig. 2F, G and S1E, F). To investigate PXN silencing’s in vivo role, we constructed intracranial xenograft tumor models. K-M analysis showed that PXN silencing significantly prolongs the survival of mice (Fig. 2H). Consistently, Bioluminescent imaging (BLI) showed that PXN silencing attenuates the tumor formation ability (Fig. 2I), further evidenced by decreased PXN expression in the shPXN groups using IHC staining of mouse brain tissues (Fig. 2J).

**Fig. 2:**
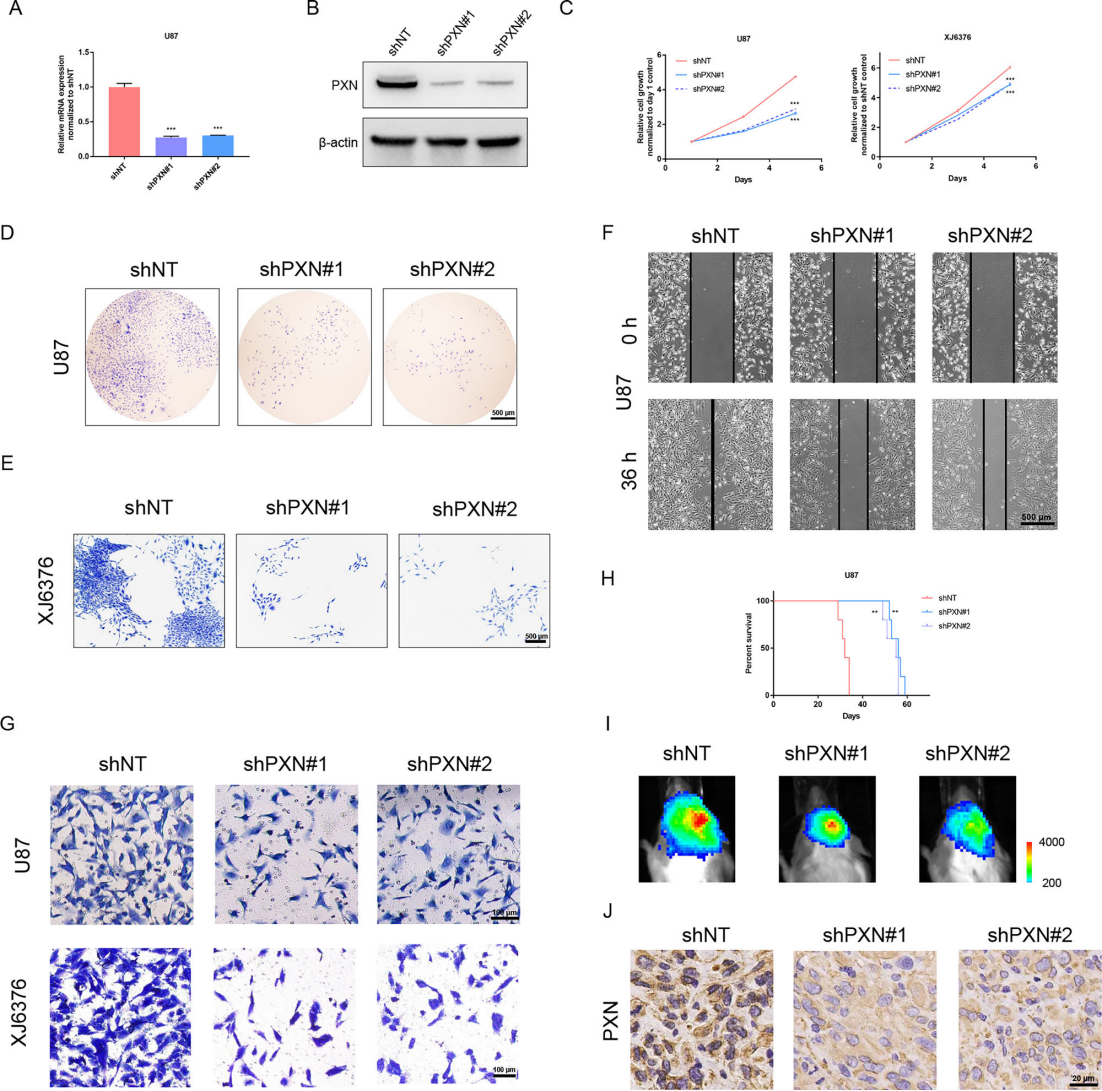
PXN silencing hinders the proliferation, migration and tumorigenicity of GBM cells. **A** qRT-PCR detecting PXN mRNA expression in U87 cells transfected with NT-shRNA or PXN-shRNA. GAPDH served as a control. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by one-way ANOVA with Dunnett’s multiple comparisons test (***P < 0.001). **B** Western blotting determining PXN protein expression in U87 cells transfected with NT-shRNA or PXN-shRNA. **C** Cell viability assay detecting the proliferation ability of U87 and XJ6376 cells transfected with NT-shRNA or PXN-shRNA. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by one-way ANOVA with Dunnett’s multiple comparisons test (***P < 0.001). **D**, **E** Colony formation assay detecting tumorigenic potential of U87 (**D**) and XJ6376 (**E**) cells transfected with NT-shRNA or PXN-shRNA. Scale bar = 500 μm. **F** Wound healing assay detecting the migratory ability of U87 cells transfected with NT-shRNA or PXN-shRNA. Scale bar = 500 μm. **G** Transwell assay detecting migratory ability of U87 and XJ6376 cells transfected with NT-shRNA or PXN-shRNA. Scale bar = 100 μm. **H** K-M analysis comparing overall survival of mice intracranially injected with U87 cells transfected with either NT-shRNA or PXN-shRNA. Data are presented as median survival time (*n* = 5 mice per group). Statistical significance was determined by log-rank test (**P < 0.01). **I** Representative BLIs of mice injected with luciferase-labeled U87 cells transfected with NT-shRNA or PXN-shRNA. **J** Representative IHC images of mice brain tissues detecting PXN expression in shNT and shPXN groups. Scale bar = 20 μm.

### Overexpression of PXN enhances malignant progression of GBM cells

To further verify PXN’s oncogenic role in GBM, we subjected GBM cells to overexpression of PXN (OE-PXN) lentiviruses. Compared with U87 and U373 cells, the PXN expression in U251 GBM cells is relatively low (Fig. 1D, E). Thus, PXN overexpressed U251 cells were constructed via lentivirus transfection. qRT-PCR and western blotting confirmed effective upregulation of PXN (Fig. 3A, B). Cell viability assays showed that elevated PXN significantly promotes the proliferation of U251 cells (Fig. 3C). Colony formation assays revealed that PXN overexpression promotes self-renewal ability (Fig. 3D). Transwell and wound healing assays indicated that PXN overexpression remarkably boosts the migration ability of U251 cells (Fig. 3E, F). Additionally, mice injected with OE-PXN U251 cells exhibit worse outcomes than those injected with GFP-overexpressing (OE-GFP) U251 cells (Fig. 3G). BLI showed that PXN overexpression enhances tumor formation ability in vivo (Fig. 3H). These results underscore the functional requirement of PXN in driving multiple malignant behaviors in GBM cells.

**Fig. 3:**
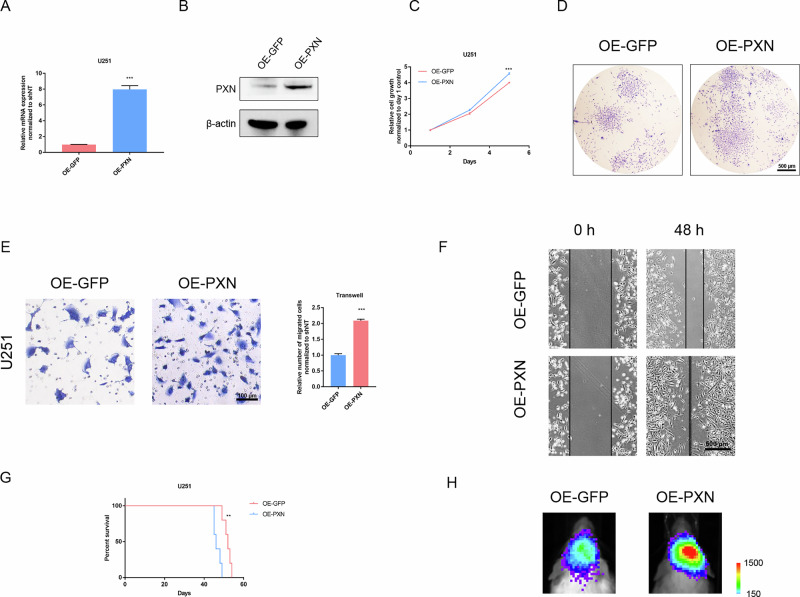
Overexpression of PXN enhances multiple malignant behaviors of GBM cells. **A** qRT-PCR detecting PXN mRNA expression in U251 GBM cells transfected with OE-GFP or OE-PXN lentiviruses. GAPDH served as a control. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a two-tailed Student’s *t*-test (***P < 0.001). **B** Western blotting determining PXN protein expression in U251 GBM cells transfected with OE-GFP or OE-PXN lentiviruses. **C** Cell viability assay detecting proliferation ability of U251 GBM cells transfected with either OE-GFP or OE-PXN lentiviruses. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a two-tailed Student’s *t*-test (***P < 0.001). **D** Colony formation assay detecting tumorigenic potential of U251 GBM cells transfected with OE-GFP or OE-PXN lentiviruses. Scale bar = 500 μm. **E** Transwell assay detecting migratory ability of U251 GBM cells transfected with OE-GFP or OE-PXN lentiviruses. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a two-tailed Student’s *t*-test (***P < 0.001). Scale bar = 100 μm. **F** Wound healing assay detecting migratory ability of U251 GBM cells transfected with OE-GFP or OE-PXN lentiviruses. Scale bar = 500 μm. **G** K-M analysis comparing overall survival of mice intracranially injected with U251 GBM cells transfected with OE-GFP or OE-PXN lentiviruses. Data are presented as median survival time (*n* = 5 mice per group). Statistical significance was determined by log-rank test (**P < 0.01). **H** Representative BLIs of mice intracranially injected with luciferase-labeled U251 GBM cells transfected with OE-GFP or OE-PXN lentiviruses.

### PXN promotes TMZ resistance of GBM cells

To explore the clinical application of targeting PXN, we investigated its response to TMZ treatment. Through qRT-PCR and western blotting, we observed a significant increase in PXN mRNA and protein levels after TMZ exposure (Fig. 4A, B and S2A, B). Cell viability assays showed that PXN knockdown alongside TMZ reduces cell proliferation (Fig. 4C and S2C). Colony formation assays showed impaired self-renewal ability in GBM cells with combined PXN knockdown and TMZ treatment (Fig. 4D). In addition, PXN silencing combined with TMZ increases the expression of cleaved caspase-3 (Fig. 4E, F), indicating a potential for enhanced apoptosis of GBM cells. Further investigation via flow cytometry demonstrated a significant increase in early (AV + ; PI-) and late (AV + ; PI + ) apoptosis in GBM cells with combination therapy (Fig. 4G). These findings highlight the potential of targeting PXN in combination with TMZ as a therapeutic modality for GBM.

**Fig. 4:**
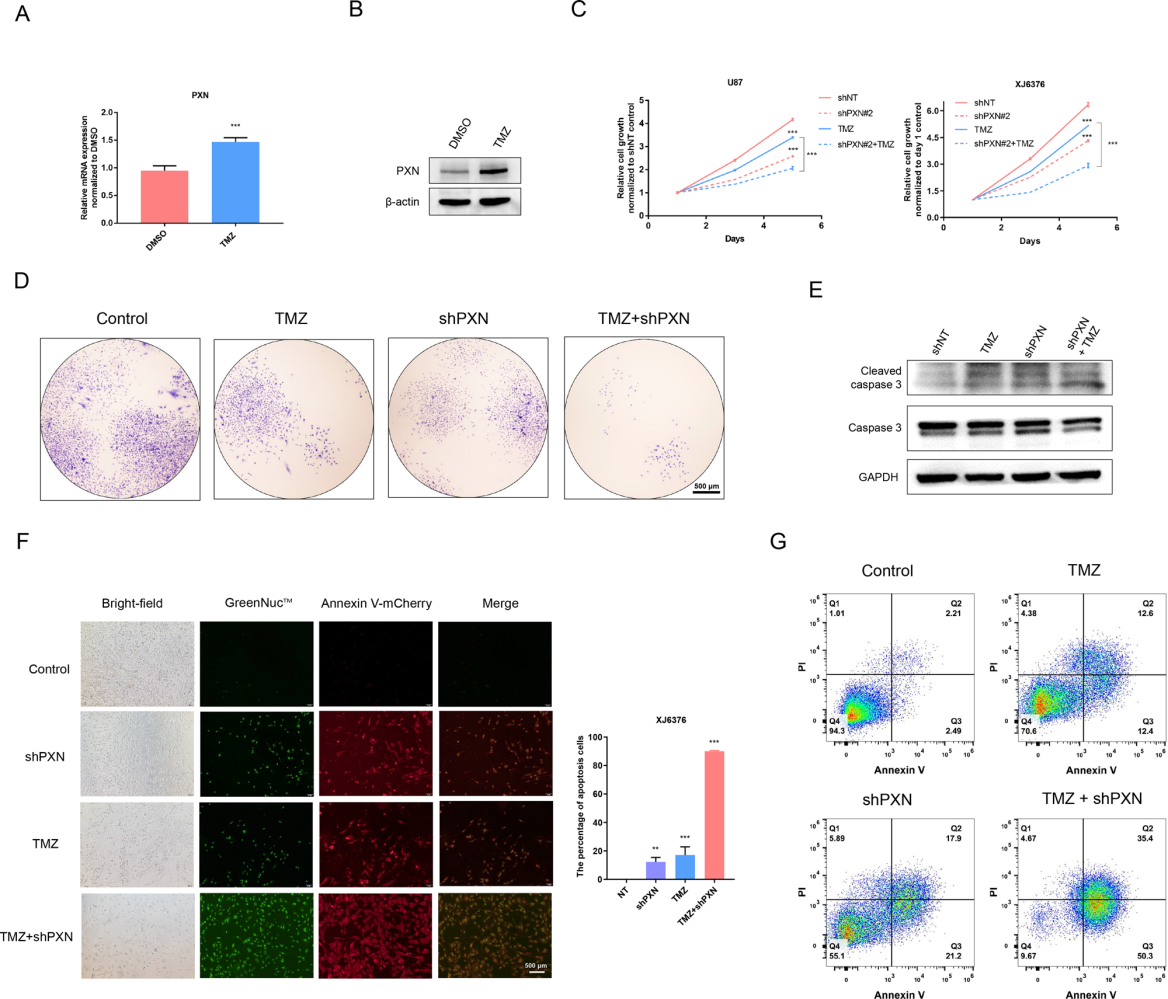
Combined PXN silencing and TMZ treatment enhances apoptosis in GBM cells. **A** qRT-PCR detecting PXN mRNA expression in U87 cells pre-treated with DMSO or TMZ (MCE, HY-17364). Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a two-tailed Student’s *t*-test (***P < 0.001). **B** Western blotting determining PXN protein expression in U87 cells pre-treated with DMSO or TMZ. **C** Cell viability assay detecting proliferation ability of U87 and XJ6376 cells subjected to the indicated treatments. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a one-way ANOVA with Tukey’s post hoc test (***P < 0.001). **D** Colony formation assay detecting tumorigenic potential of U87 cells subjected to the indicated treatments. Scale bar = 500 μm. **E** Western blotting determining cleaved caspase-3 protein expression in U87 cells subjected to the indicated treatments. **F** In situ fluorescence showing caspase-3 activity in living XJ6376 cells. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a one-way ANOVA with Dunnett’s multiple comparisons test (**P < 0.01, ***P < 0.001). **G** Flow cytometry analysis for apoptotic rates in U87 cells subjected to the indicated treatments.

### STAT3 acts as an upstream regulator of PXN to drive the malignancy of GBM

Based on the above results, understanding the underlying mechanisms driving PXN’s role in GBM progression is imperative. Firstly, we conducted bioinformatics analyses leveraging TCGA and CGGA datasets to identify PXN-associated molecular networks. DEGs revealed an enrichment of multiple oncogenes, including STAT3, NFKB1, and VIM, in the PXN^High^ group (Fig. 5A and S3A). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis uncovered significant enrichment of tumor-related pathways such as TNF signaling, NFκB signaling, and JAK-STAT signaling in the PXN^High^ group (Fig. 5B and S3B), a trend further corroborated by gene set enrichment analysis (GSEA) (Fig. 5C and S3C).

**Fig. 5:**
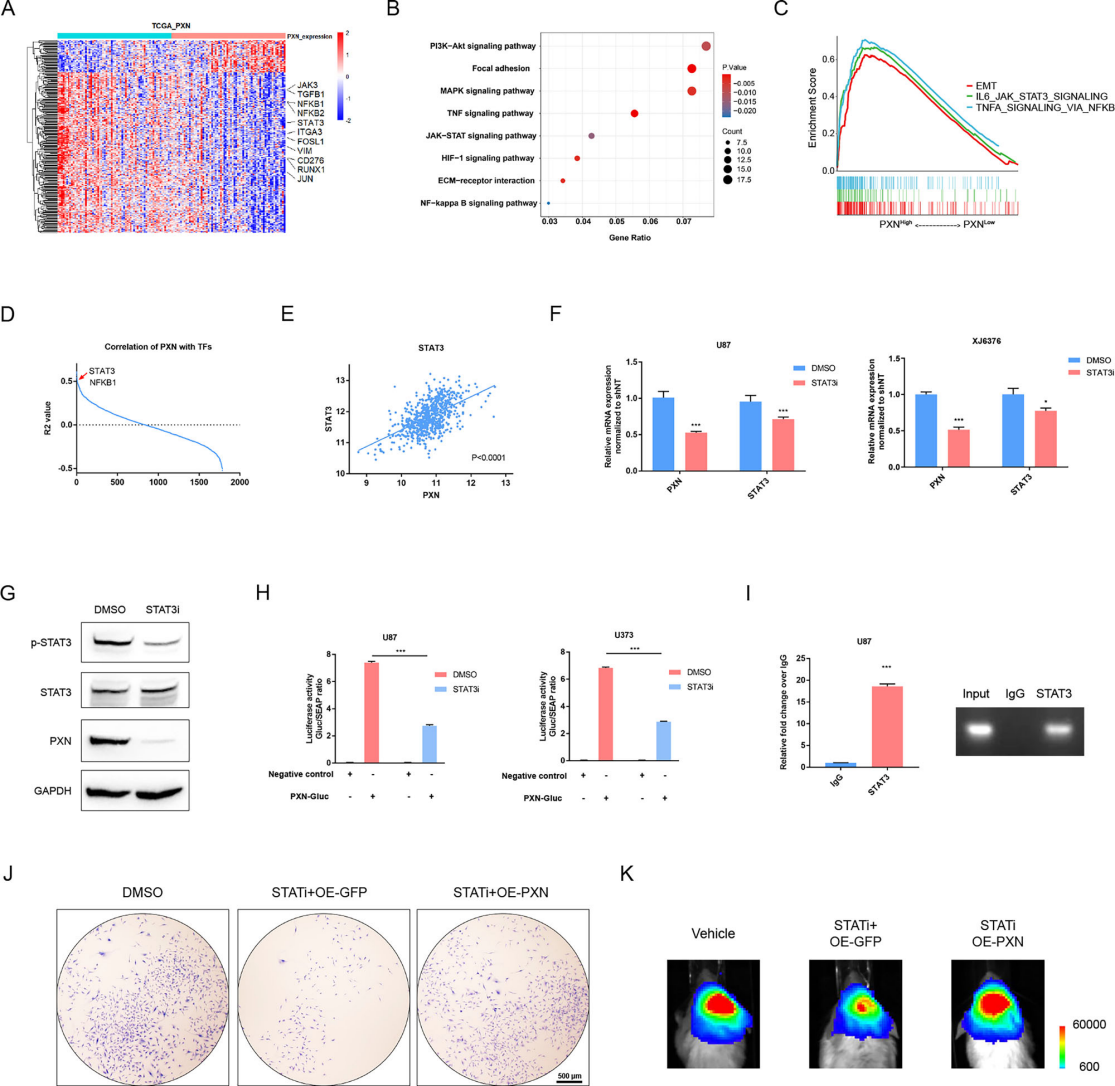
STAT3 acts as an upstream factor of PXN to drive GBM progression. **A** A heatmap showing DEGs between the PXN^High^ and PXN^Low^ groups using information from TCGA dataset. **B** KEGG analysis showing pathways enriched in the PXN^High^ group. **C** GSEA showing oncogenic pathways enriched in the PXN^High^ group. **D** Comparative analysis determining transcription factor (TFs) closely linked with PXN mRNA expression. **E** Correlation analysis between PXN and STAT3 mRNA expression. Pearson’s correlation coefficient (r) was calculated to assess the linear relationship, with statistical significance determined by a two-tailed Student’s *t*-test. **F** qRT-PCR showing PXN mRNA expression in U87 and XJ6376 cells pre-treated with DMSO or STAT3i. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a two-tailed Student’s *t*-test (*P < 0.05, ***P < 0.001). **G** Western blotting detecting STAT3, p-STAT3 and PXN protein expression in U87 cells pre-treated with DMSO or STAT3i. **H** Luciferase activity assay of U87 and U373 cells co-transfected with PXN-Gluc promoter reporter vector or negative control vector (containing non-promoter sequence) in DMSO and STAT3i-treated groups. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a two-tailed Student’s *t*-test (***P < 0.001). **I** ChIP-PCR detecting enrichment of STAT3 at PXN promoter in U87 cells, and representative agarose gel electrophoresis images of corresponding ChIP samples amplified using PXN promoter-specific primers. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a two-tailed Student’s *t*-test (***P < 0.001). **J** Colony formation assay detecting tumorigenic potential of U87 cells subjected to the indicated treatments. Scale bar = 500 μm. **K** Representative BLIs of mice intracranially injected with luciferase-labeled U87 cells subjected to the indicated treatments.

Subsequently, we aimed to identify candidate transcription factors closely linked with PXN. Correlation analysis showed that STAT3 and NFKB1 are top genes positively correlated with PXN (Fig. 5D, E and S3D). In addition, qRT-PCR showed that silencing of STAT3 using lentivirus or STAT3 inhibitor (STAT3i) significantly decreases PXN mRNA expression (Fig. 5F and S3E). Western blotting assays showed that STAT3i decreases the expression of phosphorylated STAT3 (p-STAT3) and PXN (Fig. 5G and S3F). For further validation, a luciferase activity assay showed that inhibition of STAT3 with STAT3i significantly decreases the transcriptional activity of the PXN promoter (Fig. 5H). Additionally, ChIP-PCR confirmed the direct binding of STAT3 at the PXN promoter region (Fig. 5I and S3G).

### PXN acts as a downstream target for STAT3

To explore whether PXN acts as a functional factor for STAT3, we determined to assess the effects of OE-PXN on STAT3i. The results showed that OE-PXN significantly attenuates the inhibitory effects of STAT3i on cell proliferation (Figure S3H). Colony formation and transwell assays indicated that OE-PXN rescued the diminished self-renewal and migration of GBM cells after STAT3i treatment (Fig. 5J and S3I). Next, K-M analysis demonstrated that mice in the OE-PXN group suffer a much shorter survival time than the OE-GFP group (Fig. S3J). BLI analysis further confirmed the higher tumorigenic ability of PXN-overexpression cells (Fig. 5K). These data indicate that PXN is a functional downstream effector of STAT3.

### PXN feedback activates STAT3 via regulating SRC transcriptional expression

Interestingly, western blotting assays showed a significant decrease in p-STAT3 protein levels upon PXN silencing, while the total STAT3 protein remained unchanged (Fig. 6A). Thus, we examined potential interactions between PXN and STAT3-associated kinases, but no obvious interactions were detected (Supplementary table 1). Evidence indicated that PXN exerts its nuclear function to transcriptionally regulate SRC, a well-known activation factor of STAT3 [26]. Consistently, treatment with an SRC inhibitor significantly reduced p-STAT3 levels in GBM (Fig. S4A). In parallel, western blot analysis of cytoplasmic and nuclear fractions confirmed the nuclear presence of PXN (Fig. S4B). Moreover, PXN nuclear translocation was critically dependent on its phosphorylation status (Fig. S4C, D). Based on these results, we performed qRT-PCR to detect the mRNA expression of SRC after PXN silencing, revealing a significant reduction (Fig. 6B, C). Western blotting showed that PXN knockdown leads to a pronounced reduction in SRC and p-STAT3 levels, whereas SRC overexpression rescued p-STAT3 expression (Fig. 6D). Collectively, these results indicate that PXN may activate STAT3 signaling through transcriptional regulation of SRC. To further validate this mechanism, a luciferase activity assay was performed, showing that silencing of PXN significantly decreases the transcriptional activity of the SRC promoter (Fig. 6E, F). ChIP-PCR analysis further revealed a significant binding of PXN to the SRC promoter region (Fig. 6G, H). These findings underscore the critical role of PXN-mediated transcriptional regulation of SRC in activating STAT3, and, together with our previous results, support its involvement in a potential feedback mechanism.

**Fig. 6:**
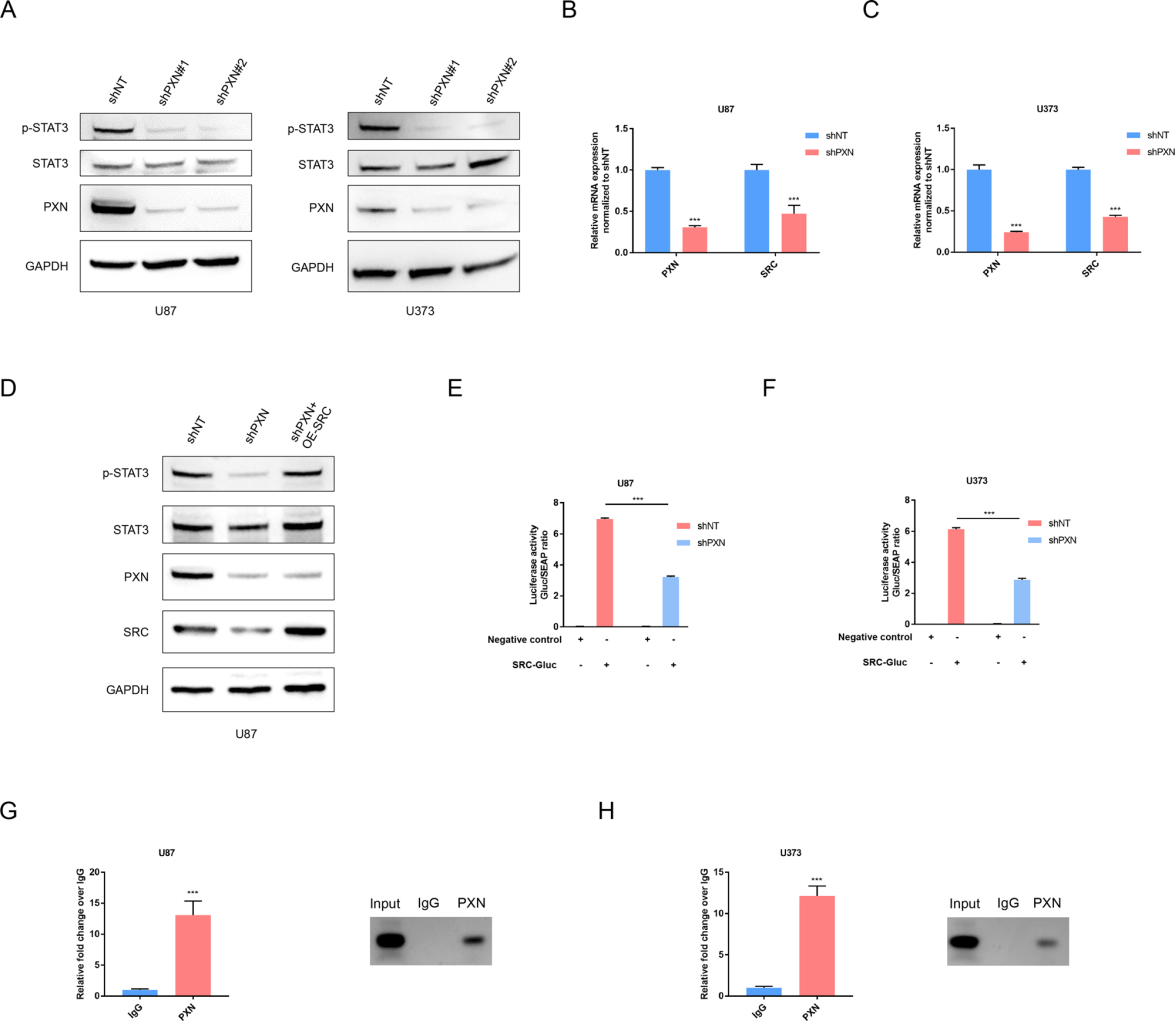
PXN feedback activates the STAT3 pathway by regulating SRC transcriptional expression. **A** Western blotting determining p-STAT3, STAT3 and PXN protein expression in U87 and U373 cells transfected with NT-shRNA and PXN-shRNA. **B**, **C** qRT-PCR detecting SRC mRNA expression in U87 and U373 cells transfected with NT-shRNA and PXN-shRNA. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a two-tailed Student’s *t*-test (***P < 0.001). **D** Western blotting determining p-STAT3 and STAT3 protein expression in U87 cells subjected to the indicated treatments. **E**, **F** Luciferase activity assay of U87 and U373 cells co-transfected with SRC-Gluc promoter reporter vector or negative control vector (containing a non-promoter sequence) in NT-shRNA-transfected and PXN-shRNA-transfected groups. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a two-tailed Student’s *t*-test (***P < 0.001). **G**, **H** ChIP-PCR showing enrichment of PXN at SRC promoter in U87 and U373 cells, and representative agarose gel electrophoresis images of corresponding ChIP samples amplified using SRC promoter-specific primers. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a two-tailed Student’s *t*-test (***P < 0.001).

### PXN enhances YB-1 stability by inhibiting ubiquitin-mediated degradation

The identified proteins through mass spectrometry analysis (Supplementary table 1) were subjected to bioinformatics analysis using DAVID website (https://david.ncifcrf.gov/). For the molecular function (MF) annotation from Gene Ontology (GO), the top 20 results were visualized using a bubble plot (Fig. S5A). The results indicate that proteins interacting with PXN are strongly linked with mRNA binding and DNA binding. Among these identified proteins, YB-1 is recognized for its ability to bind both DNA and RNA [27]. We therefore investigated the interaction between PXN and YB-1. Co-IP experiments confirmed the binding between PXN and YB-1 (Fig. 7A). To explore the regulatory relationship between PXN and YB-1, shRNAs targeting PXN or YB-1 were introduced into GBM cells. The results showed that silencing of PXN significantly reduces YB-1 protein expression (Fig. 7B and S5B). However, silencing YB-1 did not lead to a decrease in PXN protein level (Fig. 7C and S5C). Meanwhile, qRT-PCR results showed that YB-1 mRNA has no significant reduction after silencing PXN (Fig. 7D and S5D). These results imply that PXN’s regulation of YB-1 likely occurs through post-translational modification (PTM). To further verify this, the protein synthesis inhibitor cycloheximide (CHX, MCE, HY-12320) was utilized. Western blotting assays showed that silencing PXN accelerates YB-1 protein degradation (Fig. 7E and S5E), indicating that PXN contributes to YB-1 stability. Given that the ubiquitin-proteasome system (UPS) is a primary pathway for protein degradation [28], the proteasome inhibitor MG132 (MCE, HY-13259) was introduced to the study. Western blotting analysis indicated that MG132 treatment can reverse the reduction of YB-1 protein after PXN knockdown (Fig. 7F, G), indicating PXN enhances YB-1 stability, likely by inhibiting ubiquitin-mediated degradation. Further experiments showed that silencing PXN increases overall cellular ubiquitin levels in GBM cells (Fig. 7H, I). Meanwhile, the protein complex co-precipitated by the anti-YB-1 antibody also exhibited increased ubiquitin levels (Fig. 7J, K). Collectively, these findings indicate that PXN enhances YB-1 stability by inhibiting ubiquitin-mediated degradation.

**Fig. 7:**
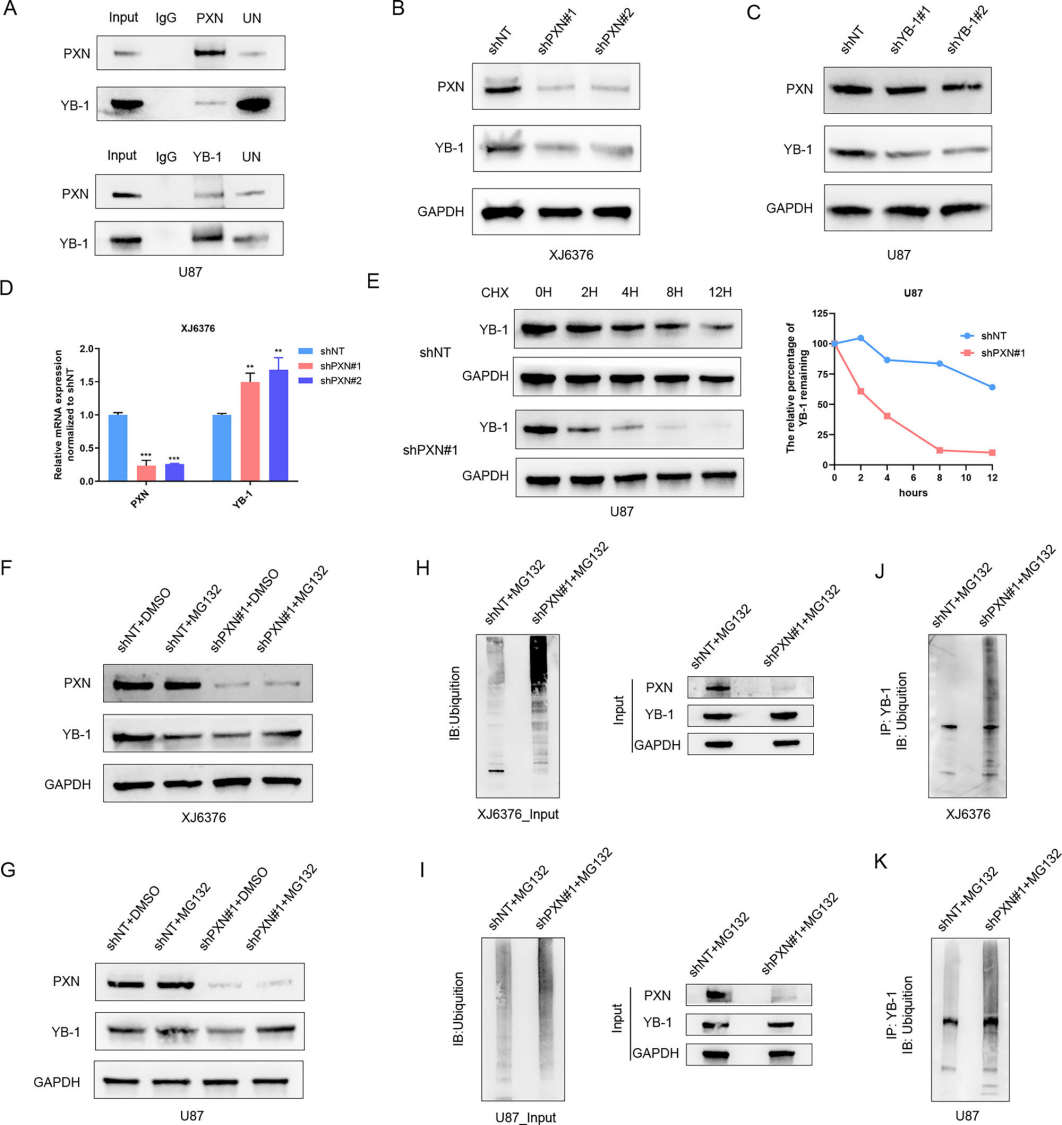
PXN enhances YB-1 stability by inhibiting ubiquitin-mediated degradation. **A** Co-IP assays validating the binding relationship between PXN and YB-1 proteins. **B** Western blotting determining YB-1 protein expression in XJ6376 cells transfected with NT-shRNA or PXN-shRNA. **C** Western blotting determining PXN protein expression in U87 cells transfected with NT-shRNA or YB-1-shRNA. **D** qRT-PCR detecting YB-1 mRNA expression in XJ6376 cells transfected with NT-shRNA and PXN-shRNA. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a one-way ANOVA with Dunnett’s multiple comparisons test (**P < 0.01, ***P < 0.001). **E** Western blotting comparing YB-1 protein degradation rate in U87 cells transfected with NT-shRNA and PXN-shRNA. **F**, **G** Western blotting determining YB-1 protein alterations in XJ6376 (**F**) and U87 (**G**) cells subjected to the indicated treatments. **H**, **I** Western blotting determining ubiquitin level in XJ6376 (**H**) and U87 (**I**) cells transfected with NT-shRNA and PXN-shRNA using input samples. **J**, **K** Western blotting determining ubiquitin level in XJ6376 (**J**) and U87 (**K**) cells transfected with NT-shRNA and PXN-shRNA, followed by immunoprecipitation with a YB-1 antibody.

### YB-1 sustains the malignant features of GBM by regulating multiple signaling pathways

The role of YB-1 in promoting GBM malignant features has been widely recognized [29, 30]. A study has identified a YB-1/CCT4/mLST8/mTOR pathway that promotes GBM growth [30]. However, the comprehensive regulatory landscape of YB-1 in GBM cells remains unclear. Thus, mRNA sequencing was conducted to compare non-targeting (NT)-shRNA and YB-1-shRNA transfected U87 and U373 cells, identifying a total of 680 up-regulated and 551 down-regulated genes (Fig. 8A, B). 

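U87 and U373 are established human GBM cell lines. Each gave 1 library with NT-shRNA, a control hairpin without a target gene, and 1 library with YB-1-shRNA, which made 4 libraries in all. The libraries were made from poly(A)-selected mRNA, keep the strand of the RNA and were read in pairs of 150 bp. The authors deposited TPM, a measure of transcript abundance scaled by gene length and by the library's total, for 62703 genes in each library. The same deposited table gives the fold changes, p-values and adjusted p-values of their DEGseq comparison, for which the U87 and U373 libraries were pooled by shRNA. The deposited TPM summed to 994257 in U373 with NT-shRNA, 994975 in U373 with YB-1-shRNA, 992851 in U87 with NT-shRNA and 986855 in U87 with YB-1-shRNA. These sums are set by the scaling, so the number of reads behind each library is unknown, and no counting error can be given. The cell lines are the 2 replicates of each shRNA, and within a cell line there is no replicate. For the values given here, log2(TPM + 1) of the 15622 genes with a mean of at least 1 TPM was compared between the shRNAs with limma, with the cell line as a term in the model. The thresholds were those of the study, a log2 fold change of at least 1 in size and an adjusted p-value under 0.001. Fold changes on the log2(TPM + 1) scale understate the change of genes with low TPM. The pseudocount, the filter on low TPM, the term for the cell line and the use of the cell lines as replicates are the choices that could change the numbers.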

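YBX1 (ENSG00000065978), the gene of YB-1 and the target of the shRNA, lies on chromosome 1 of GRCh38 from 42682427 to 42702349. Its expression was 1425 TPM with NT-shRNA and 231 TPM with YB-1-shRNA in U373 cells, and 1151 TPM and 231 TPM in U87 cells. The level with YB-1-shRNA was 16.2% of the NT-shRNA level in U373 cells and 20.0% in U87 cells. The log2 fold change was -2.47 (standard error 0.24, unadjusted p = 1.76e-04, adjusted p = 0.571 from limma with Benjamini-Hochberg adjustment). With the cell lines as replicates, 0 genes were up-regulated and 0 were down-regulated past the thresholds, and the smallest adjusted p-value of any gene from limma was 0.308. At an unadjusted p-value under 0.05 there were 647 higher and 651 lower genes, 1298 in all, where 781 of the 15622 genes tested would be found by chance. The alternative that moved this number most was leaving the cell line out of the model, which gave 88 genes at an unadjusted p-value under 0.05 and again 0 past the thresholds. In values simulated with the spread that limma estimated, 0 of 200 genes with a true log2 fold change of 1 were called at an adjusted p-value under 0.05 in any of 15 draws, and between 191 and 200 of 200 were called at a true log2 fold change of 4. In the authors' deposited table, where the libraries were pooled by shRNA, 680 genes were up-regulated and 551 down-regulated past the same thresholds. Of the genes fixed by name before the data were examined, 11 had a mean of at least 1 TPM. Among these, 3 (YBX1, CD44 and YBX3) had an adjusted p-value under 0.05 from limma when adjusted over the list alone, and 0 had one over all genes tested. In fits without a term for the cell line or with a pseudocount of 0.1, compared for this count after the data were seen, 1 gene (YBX1) had one over the list alone. CD44 was chosen by the study on these same libraries, so its adjustment over the list is not independent evidence.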

The top 100 DEGs were visualized in a heatmap (Fig. 8C). 

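Since 0 genes passed the thresholds with limma, the genes with the largest changes were taken from the authors' deposited table, among those that changed the same way in both cell lines and had a mean of at least 1 TPM. The 5 largest rises were those of H2AC7, CEACAMP10, MGC32805, PSG4 and a gene without a name (ENSG00000290032). PSG4 (ENSG00000243137) had the highest expression of these and rose from 4.27 to 99.4 TPM in U87 cells and from 0.21 to 1.07 TPM in U373 cells, and its log2 fold change in the authors' deposited table was 4.24. H2AC7, MGC32805 and ENSG00000290032 were listed at 0 with NT-shRNA in both cell lines. CEACAMP10 is a pseudogene, and H2AC7 and PSG4 belong to families of similar genes, so reads could have been split between copies and their values are uncertain. The 5 largest falls were those of H3C4, RPL21P75 and 3 genes without a name. RPL21P75 (ENSG00000213860) fell from 26.1 to 4.23 TPM in U87 cells and was listed at 9.3 and 0 TPM in U373 cells. RPL21P75 is a pseudogene and H3C4 a histone gene with near-identical copies, so these are uncertain as well. H3C4 and the 3 unnamed genes had means over the 4 libraries between 1.11 and 1.56 TPM. Genes that changed by a log2 fold change of at least 1 in both cell lines were looked up after the values were seen. Among those of high expression were SPP1 (ENSG00000118785), which rose from 672 to 2032 TPM in U373 cells and from 183 to 711 TPM in U87 cells, and DPYSL3 (ENSG00000113657), which fell from 155 to 61.3 TPM in U373 cells and from 38.3 to 14.7 TPM in U87 cells. Their log2 fold changes were 1.77 for SPP1 (standard error 0.24) and -1.33 for DPYSL3 (standard error 0.23), both with an adjusted p-value of 0.571 from limma with Benjamini-Hochberg adjustment.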

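Gene sets were examined with gene lists fixed before the data were examined, since the Hallmark collection was not used here. The S phase and G2/M lists hold published cell cycle genes, among them many targets of E2F and genes of the G2M checkpoint. The mTORC1 list is a hand-written list of genes that rise with mTORC1 activity, without cell cycle genes. In U87 cells the median log2 fold change was -1.49 for the 43 S phase genes and -1.71 for the 54 G2/M genes. In U373 cells the medians were -0.25 and -0.29. In both cell lines these medians lay below those of all 10000 random lists of the same size and expression. Expression fell in 42 of the 43 S phase genes in U87 cells and in 38 in U373 cells, and in 53 and 49 of the 54 G2/M genes. A fall by at least 1 on the log2 scale was seen in 36 S phase genes and 43 G2/M genes in U87 cells, and in 0 of either list in U373 cells. The gene set test camera, with a preset correlation of 0.01 between genes, gave adjusted p-values of 8.80e-18 for the S phase list and 1.05e-20 for the G2/M list over the 8 lists tested. Neither call held with the test fry (adjusted p = 0.529 for both) or with camera and the correlation estimated from the data (adjusted p = 0.531 for both). These last 2 tests were not run on simulated shifts, and the fit has 1 residual degree of freedom. Whether they could call such a fall here is unknown. Unadjusted, fry gave 0.367 for the S phase list and 0.292 for the mTORC1 list, whose median over both cell lines was -0.034. For the 93 mTORC1 genes the median was -0.066 in U87 cells, with 51 genes lower and 42 higher, and -0.0091 in U373 cells, with 48 lower and 45 higher. The mTORC1 median lay at percentile 25.8 of the random lists in U87 cells and at percentile 2.08 in U373 cells, and its adjusted p-value from camera was 0.335. Adjusted over the list alone, 0 genes of the S phase, G2/M or mTORC1 lists had an adjusted p-value under 0.05 from limma, as was the case over all genes tested.

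**Figure D1:**
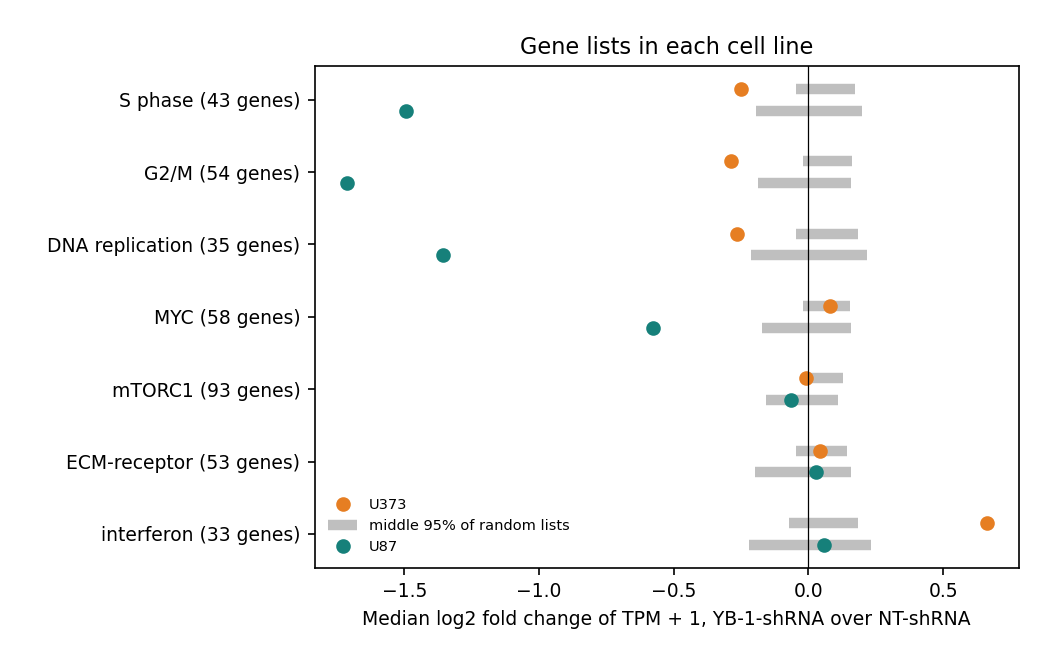
Median log2 fold change of TPM + 1 (YB-1-shRNA over NT-shRNA, 1 library each) of gene lists in U373 cells (orange) and U87 cells (green), with grey bars for the middle 95% of the medians of 10000 random lists of the same size and expression. The G2/M list stands at -1.71 in U87 cells and -0.29 in U373 cells, and the mTORC1 list at -0.066 and -0.0091.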

GSEA analysis revealed significant pathway alterations at a whole gene level, indicating that YB-1 silencing down-regulates multiple oncogenic pathways, including MTORC1 signaling, E2F targets, and G2M checkpoint (Fig. 8D, E). Further KEGG analysis of the down-regulated genes showed enrichment in oncogenic pathways (Fig. 8F, G). 

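The down-regulated genes of the authors' deposited table were compared with the gene lists by Fisher's exact test (two-sided), because limma called 0 genes. The background was the 15622 genes with a mean of at least 1 TPM, of which 365 (2.34%) are down-regulated in the authors' deposited table. The lists were written by hand or taken from published cell cycle genes, and are not the KEGG annotation. Of 35 DNA replication genes, 6 were among the down-regulated genes (MCM3, MCM4, MCM5, MCM6, PRIM1 and RFC3; adjusted p = 3.81e-04 over the 8 lists). Of the 43 S phase genes, 14 were among them (adjusted p = 3.83e-12), as were 10 of the 54 G2/M genes (adjusted p = 1.64e-06). The S phase list shares MCM4, MCM5, MCM6 and PRIM1 with the DNA replication list. Each of these down-regulated DNA replication, S phase and G2/M genes fell by at least 1 on the log2 scale in U87 cells, and 0 of them did in U373 cells. Among 93 mTORC1 genes 6 were down-regulated (adjusted p = 0.0435), 5 of them by at least 1 in U87 cells and 1 in U373 cells. For ECM-receptor interaction, 4 of 53 genes were down-regulated (CD44, COL6A3, ITGA4 and THBS1; adjusted p = 0.056). Among genes with a mean of at least 10 TPM, a background chosen after the data were seen, 1.45% are down-regulated. The adjusted p-value there was 0.0283 for ECM-receptor interaction, with 3 of 41 genes down-regulated, and 0.00402 for mTORC1, with 6 of 91. Over all their members, the median log2 fold change of the DNA replication list was -1.36 in U87 cells and -0.27 in U373 cells, and that of the ECM-receptor list 0.026 and 0.042. In the ECM-receptor list 1 gene, SPP1, which rose, had an adjusted p-value under 0.05 from limma when adjusted over the list alone. This count, compared after the data were seen, was 0 without a term for the cell line or with a pseudocount of 0.1, and 3 (CD44, SPP1 and THBS1) with an intensity trend. Fisher's test treats genes as independent and describes this set of down-regulated genes, whose choice rests on 1 library per cell line and shRNA.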

Given the above findings linking PXN with TMZ resistance (Fig. 4 and Fig. S2), we focused on identifying key down-regulated genes associated with TMZ resistance. First, TMZ resistance-associated genes were obtained from GeneCards (https://www.genecards.org/). DEGs between GBM, IDH-wildtype and normal samples were identified to determine tumor-specific genes. By intersecting these with down-regulated genes identified by mRNA sequencing, a total of 25 candidate genes potentially linked to TMZ resistance were obtained (Fig. 8H). Among them, CD44 is widely known to promote TMZ resistance [31], prompting us to verify the relationship between YB-1 and CD44 using qRT-PCR, which showed that YB-1 silencing leads to decreased CD44 mRNA expression (Fig. 8I, J). 

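Of the 551 down-regulated genes of the authors' deposited table, 461 carry a gene name and could enter an intersection by name. CD44 (ENSG00000026508), which encodes a cell surface receptor, lies on chromosome 11 of GRCh38 from 35138870 to 35232402. Its expression was 990.3 TPM with NT-shRNA and 445 TPM with YB-1-shRNA in U373 cells, and 417 TPM and 169 TPM in U87 cells. The level with YB-1-shRNA was 45.0% of the NT-shRNA level in U373 cells and 40.4% in U87 cells. The log2 fold change was -1.23 (standard error 0.23, unadjusted p = 0.00356, adjusted p = 0.571 from limma with Benjamini-Hochberg adjustment), with -1.15 in U373 cells and -1.30 in U87 cells. In the authors' deposited table its log2 fold change was -1.29. CD44 was 1 of 32 genes down-regulated in that table whose log2 fold change was -1 or lower in each cell line by itself.

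**Figure D2:**
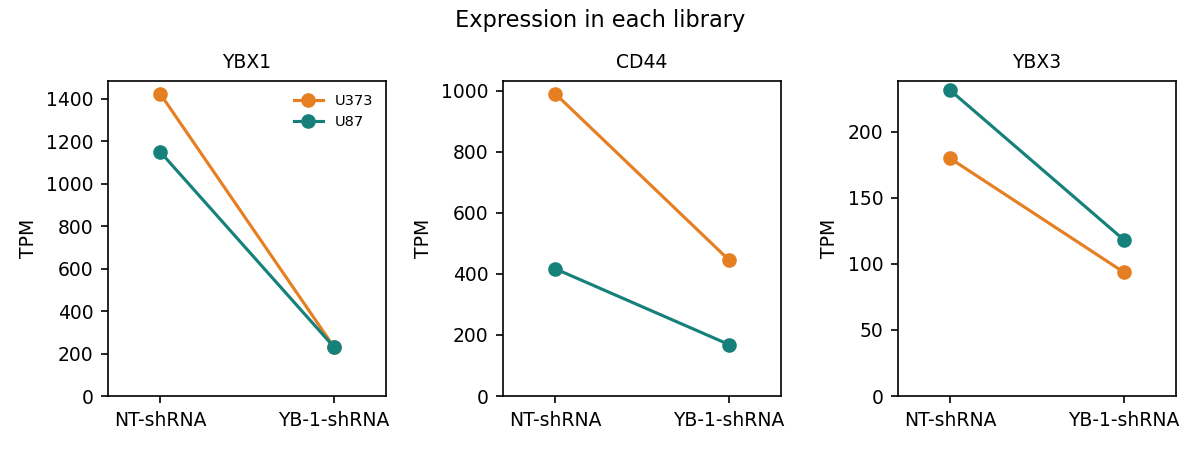
TPM of YBX1, CD44 and YBX3, a paralog of YBX1, in the 4 libraries, with a line from NT-shRNA to YB-1-shRNA for U373 cells (orange) and U87 cells (green) and 1 library per point. CD44 fell from 990.3 to 445 TPM in U373 cells and from 417 to 169 TPM in U87 cells.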

In conclusion, YB-1 promotes GBM malignancy by influencing multiple oncogenic genes and pathways.

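The contribution of each cell line to the pooled comparison was read from the TPM of the separate libraries. Of the 680 genes up-regulated in the authors' deposited table, 627 were higher with YB-1-shRNA in U87 cells and 469 in U373 cells, and 416 were higher in both. Of the 551 down-regulated genes, 510 were lower in U87 cells and 436 in U373 cells, and 396 were lower in both. A log2 fold change of at least 1 in both cell lines was reached by 38 of the up-regulated genes and 32 of the down-regulated genes. It was reached in U87 cells only by 396 up-regulated and 238 down-regulated genes, and in U373 cells only by 53 and 67. The counts for both cell lines depend on the pseudocount, and with 0.1 in place of 1, a setting chosen for them after the data were seen, they were 144 and 131. Expression was low for many of these genes, with both U373 libraries under 0.5 TPM for 255 of the up-regulated and 150 of the down-regulated genes, and both U87 libraries under 0.5 TPM for 82 and 76. Over the 14936 genes with a mean of at least 1 TPM that changed in both cell lines, 61.6% changed in the same direction, where 50.1% would do so if the cell lines were unrelated. The correlation of the log2 fold changes of the cell lines across these genes was r = 0.24 (Spearman's rho = 0.31), and genes are not independent replicates. From the DEGs, the gene set and KEGG analyses and the decrease of CD44, the paper concludes that YB-1 acts on multiple oncogenic genes and pathways in GBM cells.

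**Figure D3:**
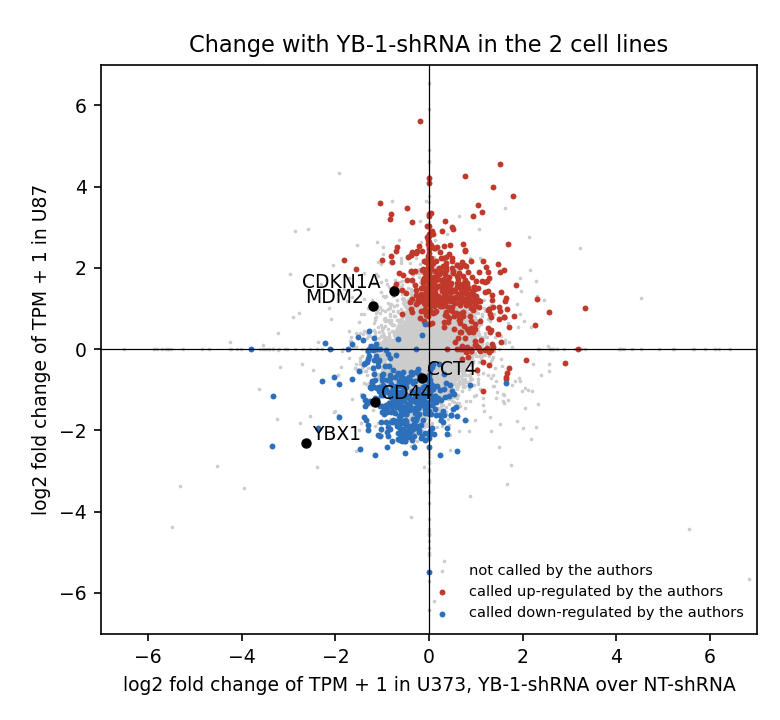
Log2 fold change of TPM + 1 (YB-1-shRNA over NT-shRNA) in U373 cells (horizontal axis) and U87 cells (vertical axis), with 1 point per gene with a mean of at least 1 TPM within the plotted range, in red or blue where the authors' deposited table calls the gene up-regulated or down-regulated. YBX1 and CD44 lie at the lower left, with log2 fold changes of -1.15 in U373 cells and -1.30 in U87 cells for CD44, whereas MDM2 stands at -1.21 and 1.07 and CDKN1A at -0.76 and 1.43.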

**Fig. 8:**
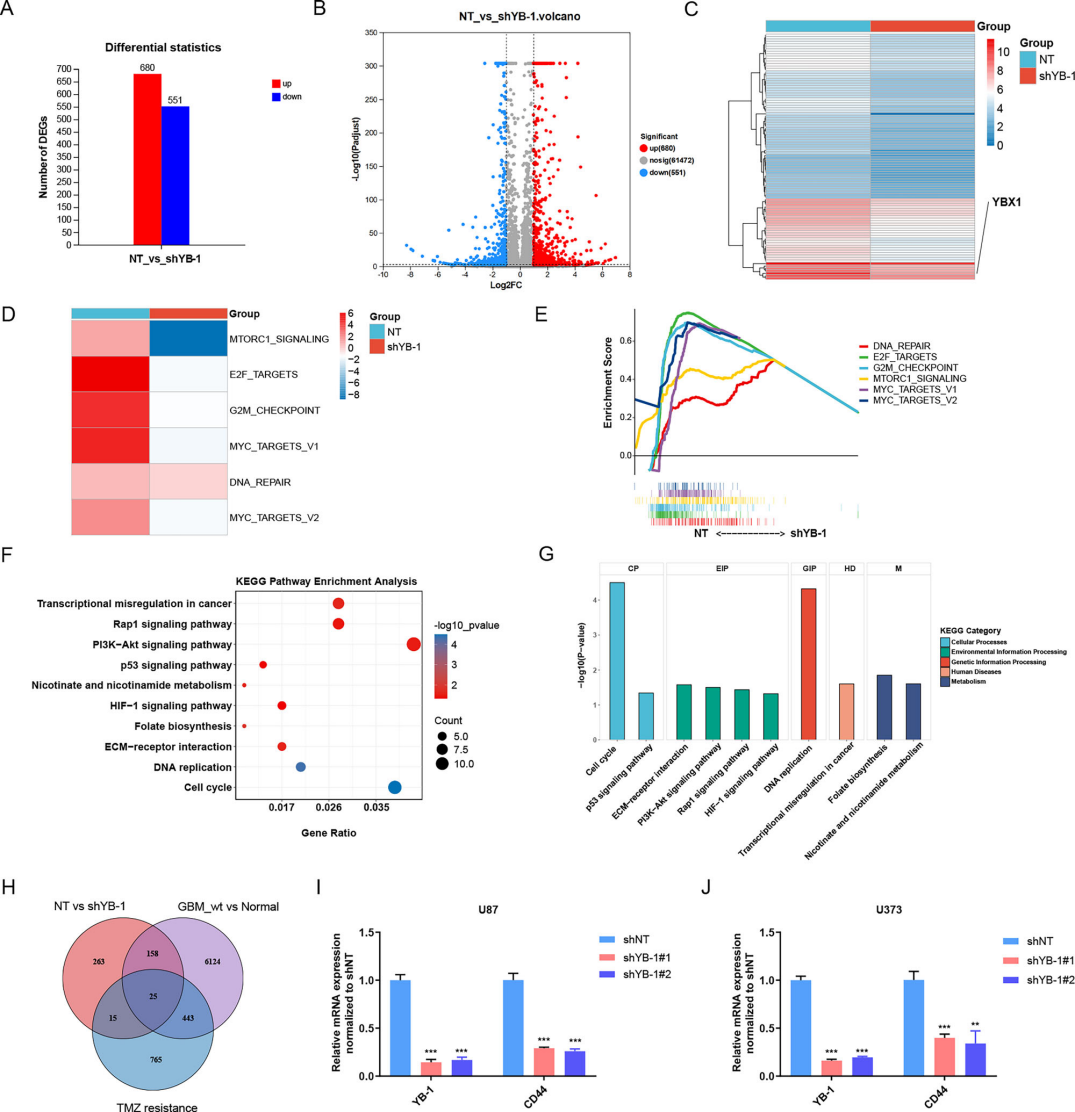
YB-1 sustains the malignant features of GBM by regulating multiple signaling pathways. **A** A column chart showing the number of DEGs between shNT and shYB-1 groups. **B** A volcano plot showing DEGs between shNT and shYB-1 groups. **C** A heatmap displaying mRNA expression profiles of top 200 genes between shNT and shYB-1 groups. **D** Heatmap showing enrichment differences of HALLMARK gene sets between NT and shYB-1 groups, based on GSEA calculated from logFC data. **E** Enrichment plot of the HALLMARK gene sets in NT vs shYB-1 groups, generated from the official GSEA website. **F** KEGG analysis of the down-regulated genes showing enrichment in oncogenic pathways. **G** KEGG analysis of the down-regulated genes showing the categories of enriched oncogenic pathways. **H** A Venn plot showing down-regulated genes in shYB-1 group linked with TMZ-resistance. **I**, **J** qRT-PCR detecting CD44 mRNA expression in U87 and U373 cells transfected with NT-shRNA and YB-1-shRNA. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a one-way ANOVA with Dunnett’s multiple comparisons test (**P < 0.01, ***P < 0.001).

## Discussion

GBM is the most malignant primary brain tumor in adults. Despite extensive investigations into targeted or tailored therapies, patient survival has yet to improve significantly [32]. These failures have intensified the search for novel therapeutic approaches for GBM. According to the WHO 2021 classification, GBM, IDH-wildtype is defined by the presence of one or more of the following molecular features: epidermal growth factor receptor (EGFR) amplification, TERT promoter mutation, and the combined gain of chromosome 7 and loss of chromosome 10 [2]. The median overall survival (OS) of patients with GBM, IDH-wildtype ranges from 12 to 21 months, with only 7% of patients surviving five years post-diagnosis [4]. Given the dismal prognosis and limited therapeutic options, we explored prognosis-related genes in GBM, IDH-wildtype, and identified PXN as a key player.

Previous studies have preliminarily explored PXN’s role in GBM [24, 25], confirming its basal mRNA and protein expression, as well as its prognostic significance. However, functional validation of PXN in these studies was restricted to self-renewal, migration, and invasion assays. Our investigation provides a more comprehensive understanding of its involvement in GBM, IDH-wildtype progression, including in vitro proliferation, migration, self-renewal, therapeutic response, and in vivo tumorigenic capacity, through PXN silencing and overexpression in multiple cell lines. The evidence indicated that EGFR amplification is a crucial feature of GBM, IDH-wildtype, with amplified EGFR driving GBM progression by activating the JAK/STAT3 pathway [33]. Using bioinformatic analysis, we found that PXN mRNA levels were positively correlated with STAT3 mRNA expression. A previous study has indicated that PXN promoter region contains putative STAT3 binding sites [11]. Building on this, we experimentally demonstrated that STAT3 directly promotes PXN transcription by binding to its promoter. These results provide further insights into the molecular mechanisms regulating PXN expression in GBM.

The role of PXN in facilitating GBM progression is widely recognized. However, most studies have focused on its FAs or scaffold function [18–23]. Thus, little is known about its nuclear actions. In this study, we observed an unexpected result: silencing PXN led to a decrease in p-STAT3 levels, rather than total STAT3. We firstly hypothesized that PXN may form a complex with STAT3 or its upstream kinases, such as JAK, SRC, and EGFR [34]. However, mass spectrometry analysis did not support our hypothesis. A previous study showed that phosphorylated PXN can translocate into the nucleus, transcriptionally promoting AR and ERK expression in prostate cancer [12]. Additionally, researchers proposed a novel mechanism whereby nuclear PXN promotes SRC transcription to enhance ovarian cancer angiogenesis [26]. Based on these findings, we investigated PXN nuclear localization, and found that PXN localizes to the nucleus, particularly in a phosphorylation-dependent manner. Furthermore, our experimental results demonstrated PXN directly binds to the SRC promoter, transcriptionally activating its expression. SRC, a non-receptor protein tyrosine kinase, is pivotal in regulating signal transduction by various cell surface receptors in a wide range of cellular events [35, 36]. STAT3 phosphorylation is dependent on SRC kinase activity [34]. By integrating published studies with our results, we validated that PXN directly promotes SRC transcription, leading to increased STAT3 phosphorylation. Together with our above findings that STAT3 directly promotes PXN transcription, these results suggest a positive feedback loop of the STAT3-PXN axis in GBM.

Pathway analyses of PXN-associated proteins identified by mass spectrometry revealed enrichment in mRNA binding and DNA binding functions. Among these proteins, YB-1, an RNA and DNA binding protein, plays multiple roles in gene transcription, RNA splicing, DNA damage repair, cell cycle, and immunity across various cancers [27]. A study demonstrated that YB-1/CCT4/mLST8/mTOR forms a positive feedback loop to promote GBM progression [30]. Besides mTOR, non-coding RNA may also indirectly regulate YB-1 [37]. However, the upstream regulatory factors of YB-1, particularly at the protein level, remain unclear. Following mass spectrometry analysis and Co-IP, we found a binding relationship between PXN and YB-1 proteins. Further experiments demonstrated that PXN regulates YB-1 stability, rather than YB-1 regulating PXN. Mechanistically, PXN stabilizes YB-1 by inhibiting its ubiquitin-mediated degradation. A study showed that PXN enhances NLRP3 deubiquitination by recruiting deubiquitinating enzymes USP13 [38]. However, identified proteins by mass spectrometry analysis in our study do not include recognized deubiquitinating enzymes. Therefore, we speculate that PXN inhibits YB-1 ubiquitination through additional mechanisms, such as physically shielding ubiquitination sites, recruiting low-abundance deubiquitinating enzymes, or altering YB-1 conformation. To our knowledge, this is the first evidence that PXN stabilizes YB-1 by modulating its post-translational modifications, although the detailed mechanisms require further investigation.

Although YB-1 has been studied in glioma, its transcriptional profiles in GBM cells are incompletely characterized. Thus, we transfected U87 and U373 cells with NT-shRNA and YB-1-shRNA, and performed mRNA sequencing. 

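CCT4 (ENSG00000115484) encodes a subunit of a chaperonin and lies on chromosome 2 of GRCh38 from 61868089 to 61888804. In U373 cells its expression was 144 TPM with NT-shRNA and 129 TPM with YB-1-shRNA, which is 89.5% of the NT-shRNA level. In U87 cells it was 179.7 TPM and 109 TPM, or 60.4%. The log2 fold change was -0.44 (standard error 0.26, unadjusted p = 0.157, adjusted p = 0.607 from limma with Benjamini-Hochberg adjustment), and it was -0.16 from the U373 libraries alone and -0.72 from the U87 libraries alone. In the authors' deposited table CCT4 had a log2 fold change of -0.48 with an adjusted p-value of 1.10e-115, and was not called because the change was under the fold threshold. MTOR (ENSG00000198793) had a log2 fold change of 0.12 (standard error 0.23, adjusted p = 0.864 from limma). MLST8 (ENSG00000167965) had one of -0.095 (standard error 0.24, adjusted p = 0.896 from limma), with 0.035 in U373 cells and -0.22 in U87 cells.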

CCT4 mRNA levels showed no significant change in our sequencing data, as experimentally validated in the previous study [30]. The same study also reported that YB-1 correlates with activated mTOR signaling, consistent with our GSEA analysis. Among the DEGs identified in mRNA sequencing, CD44 is a candidate downstream gene associated with YB-1. Given the well-documented role of CD44 in TMZ resistance [31], this association suggests that YB-1 may mediate TMZ resistance via CD44. This finding is complementary to previously reported YB-1-mediated TMZ resistance via the MDM2/p53 pathway [39]. Overall, we analyzed global gene and pathway alterations associated with YB-1 silencing through mRNA sequencing, providing insights into its potential molecular mechanisms underlying TMZ resistance in GBM.

These findings indicate the pleiotropic role of PXN as both a signal amplifier and a multi-pathway integrator in GBM malignancy. Importantly, PXN expression positively correlates with poor prognosis, suggesting a highly promising therapeutic target. In addition, our study identifies multiple potential targets within the regulatory network, indicating that combination therapies may provide synergistic benefits. Nevertheless, conventional targeted therapies often have systemic side effects, as many cancer-related targets are involved in normal physiological processes. Common adverse effects include asthenia, gastrointestinal disturbances, skin reactions, and systemic complications such as cardiotoxicity and hypertension [40]. Additionally, off-target effects may further limit therapeutic efficacy [41]. Moreover, effective drug delivery to brain tumors is limited by the blood-brain barrier [42]. To address these challenges, dual- and multi-targeted nanoparticles that integrate multiple targeting functionalities have emerged as a promising strategy for precise drug delivery to GBM [43]. Taken together, these findings highlight several targets for the development of novel GBM treatments.

Collectively, our results provide a comprehensive analysis of PXN’s role in GBM, reinforcing its significance as a GBM biomarker. At the upstream level, PXN is transcriptionally regulated by STAT3, and this study for the first time suggests a STAT3-PXN-SRC-STAT3 positive feedback loop in GBM. Downstream, PXN plays a key role in stabilizing YB-1 protein through inhibition of its ubiquitin-mediated degradation. Together, these findings define a molecular network that may serve as a therapeutic target in GBM.

## Materials and methods

### Bioinformatics analysis

The detailed information regarding datasets and bioinformatics analysis can be found in the Supplementary materials.

### Lentivirus production and transduction

The detailed process for cell cultures, lentivirus production and transduction can be found in the Supplementary materials. The target sequences for the short hairpin RNAs (shRNAs) used in this study are as follows:

shPXN#1: GCCTTACTGTCAGAACTGCTT;

shPXN#2: CCCAACTGGAAACCACACATA;

shSTAT3: GCACAATCTACGAAGAATCAA;

shYB-1#1: AGCAGACCGTAACCATTATAG;

shYB-1#2: CCAGTTCAAGGCAGTAAATAT;

The PXN-overexpression lentivirus was designed and synthesized by Sigma-Aldrich, catalog number: TRCN0000123137.

### Functional assays

The detailed process for cell viability, colony formation, wound healing and transwell assays can be found in the Supplementary materials.

### RNA isolation and quantitative real-time polymerase chain reaction (qRT-PCR)

The detailed protocols can be found in the Supplementary materials. The primer sequences applied in the study are as follows:

- PXN (forward CCACCACCTTCTAAAACGTCAG; reverse CCCAAGCATTGAGTCCAGGG)
- STAT3 (forward CAGCAGCTTGACACACGGTA; reverse AAACACCAAAGTGGCATGTGA)
- SRC (forward GTGGACACTCAGGAGAAGAACG; reverse TGCTGCTTAATAATCTTGCCCTT)
- YB-1 (forward GGGGACAAGAAGGTCATCGC; reverse CGAAGGTACTTCCTGGGGTTA)
- CD44 (forward CTGCCGCTTTGCAGGTGTA; reverse CATTGTGGGCAAGGTGCTATT)
- GAPDH (forward TGTGGGCATCAATGGATTTGG; reverse ACACCATGTATTCCGGGTCAAT)

### Western blotting assay

The detailed protocols can be found in the Supplementary materials. Antibodies used in the study are listed below:

- Anti-PXN primary antibody was purchased from Santa Cruz (cat. no. sc-365379).
- Anti-p-STAT3 (cat. no. sc-8059) and Anti-STAT3 (cat. no. sc-8019) primary antibody were purchased from Santa Cruz.
- Anti-SRC primary antibody was purchased from Santa Cruz (cat. no. sc-130124).
- Anti-YB-1 primary antibody was purchased from Santa Cruz (cat. no. sc-101198).
- Anti-Ubiquitin primary antibody (P4D1) was purchased from Santa Cruz (cat. no. sc-8017).
- Anti-GAPDH primary antibody was purchased from CST (cat. no. #3683).
- Anti-beta Actin antibody was purchased from abcam (cat. no. ab115777).
- Anti-Rabbit-IgG (cat. no. #7074) and Anti-Mouse-IgG (cat. no. #7076) were purchased from CST.
- Mouse (cat. no. A00001) and Rabbit IgG (cat. no. A00002) Isotype Control were purchased from ZEN-BIOSCIENCE.
- The full uncropped Western blotting images are provided in the Supplemental Material.

### Flow cytometry assay

The detailed information can be found in the Supplementary materials.

### Intracranial xenograft tumor models

The ethical approval for animal experiments conducted in this study was granted by the Scientific Ethics Committee of the First Affiliated Hospital of Xi’an Jiaotong University, Xi’an, China. Severe combined immunodeficiency (SCID) mice aged 6-8 weeks were used to construct the xenograft model. Mice were randomly divided into 2-3 groups and five mice per group to ensure the stability of the results. Investigators were not blinded to group assignments during data collection. After anesthesia with isoflurane, a GBM cell suspension (1 × 10^5^ cells/5 μL PBS) was administered into the right caudate nucleus. The injection site was determined relative to bregma using the following coordinates: anterior–posterior (AP), +1.0 mm; medial–lateral (ML), +2.5 mm; dorsal–ventral (DV), -3.0 mm from the brain surface. Due to limited cranial space and the injection site being in the functional area, intracranial xenograft GBM tumors can initially cause motor dysfunction in mice during tumor growth process. Mice were sacrificed as motor dysfunction was developed. Thus, the maximum tumor size/burden is not applicable to this study. All authors confirmed that all experiments were performed in accordance with the approved protocol and other relevant guidelines and regulations.

### Immunohistochemistry (IHC)

The detailed process can be found in the Supplementary materials.

### Detection of Caspase-3 activity and Annexin V apoptosis in living cells

The detailed process can be found in the Supplementary materials.

### Chromatin immunoprecipitation (ChIP)

The detailed protocols can be found in the Supplementary materials. The primer sequences for ChIP are as follows:

- PXN (forward GACTGAACATGGTGGGAGCA; reverse ACAGCTTCGAGTTCCCCTTG)
- SRC (forward AGCGTGTCACTGGGTAAATG; reverse GCCCTCTTCCATTCCTTAGAC).

### PXN and SRC promoter luciferase assay

The detailed protocols can be found in the Supplementary materials.

### Co-immunoprecipitation (Co-IP) and Mass spectrometry analysis

The detailed protocols can be found in the Supplementary materials.

### mRNA sequencing analysis

The detailed protocols can be found in the Supplementary materials.

### Immunofluorescence

The detailed protocols can be found in the Supplementary materials. The antibodies used included:

- Phospho-Paxillin (Tyr118) Recombinant monoclonal antibody (proteintech, Cat No. 81180-2-RR, Rabbit / IgG)
- Goat anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 488 (Thermo Fisher Scientific, Cat No. A32731).

### Nuclear-cytoplasmic fractionation

Nuclear and cytoplasmic fractions were prepared from GBM cells using the Nuclear and Cytoplasmic Extraction Kit (Beyotime, P0027) according to the manufacturer’s instructions.

### Statistical analysis

All data are presented as mean ± standard deviation (SD). Statistical differences between the two groups were evaluated by a two-tailed *t*-test. Comparison among multiple groups was performed using one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test or Dunnett’s multiple comparisons test. Pearson’s correlation coefficient (r) was calculated to assess the linear relationship. The significance of the Kaplan-Meier (K-M) analysis was determined by log-rank test. Statistical analysis was performed using SPSS 22.0 or GraphPad Prism 6. A p-value < 0.05 was considered as statistically significant.

Supplementary information is available at Cell Death Discovery’s website.

## Supplementary information

Supplementary table 1

Supplementary Material

Original western blots

## Data Availability

The data used in this study can be downloaded from TCGA dataset (https://xenabrowser.net/datapages/) and the CGGA dataset (http://www.cgga.org.cn). The mRNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE294052. The R code used in this study is available from the corresponding author upon reasonable request.

# Supplementary material for: Deciphering the STAT3-PXN positive feedback loop in GBM, IDH-wildtype: transcriptional regulation and inhibition of YB-1 ubiquitination
**Source:** Cell Death Discov. 2026 Mar 23;12:168. doi: 10.1038/s41420-026-03035-9
**Supplement:** Supplementary file 2 — Supplementary Material

**Supplementary materials and methods**

**Patient inclusion and datasets**

In total, 205 GBM, isocitrate dehydrogenase (IDH)-wildtype samples and 5 normal brain samples were used in the current study. 132 GBM, IDH-wildtype samples and 5 normal brain samples were obtained from the UCSC Xena platform^[1]^, which aggregates TCGA RNA sequencing (RNA-seq) dataset^[2, 3]^. 73 GBM, IDH-wildtype samples were derived from CGGA RNA-seq dataset^[4, 5]^. Detailed data processes can be found in the previous study^[6]^. The corresponding clinical information was obtained from TCGA (<https://portal.gdc.cancer.gov/>) and CGGA (<http://www.cgga.org.cn>) datasets.

**Bioinformatics analysis**

Univariate Cox proportional hazards regression analysis was conducted to identify the core prognosis-related genes in GBM, IDH-wildtype. Differential expression analysis was used to identify highly expressed tumor-specific genes. The core gene of this study was determined through comparative analysis. The detailed protocols for Kyoto Encyclopedia of Genes and Genomes (KEGG) and gene set enrichment analysis (GSEA) are available in the prior study^[6]^.

**Cell cultures**

The following major reagents were used for cell culture: DMEM-F12 (Gibco), fetal bovine serum (FBS, NEWZERUM), penicillin-streptomycin (MCE), and trypsin-EDTA (Gibco). The U87, U251, U373, HEK 293T, and normal human astrocytes (NHA) cell lines were provided by the First Affiliated Hospital of Xi'an Jiaotong University. The cells were cultured in DMEM supplemented with 10% FBS and 1% penicillin-streptomycin. The medium was changed every 3-4 days.

Primary cells (XJ6376) derived from a GBM, IDH-wildtype patient were obtained from surgical samples in the Department of Neurosurgery, the First Affiliated Hospital of Xi'an Jiaotong University. Informed consent was obtained from the subject. Fresh surgical GBM specimens were collected within 30 minutes after tumor isolation, and rinsed in phosphate-buffered saline (PBS) to remove adherent blood and visible necrotic tissue. Tissues were divided equally into three parts for RNA extraction, protein extraction, and cell culture. For cell culture, mechanical and trypsin-EDTA dissociation were conducted to obtain single-cell suspensions. Single cells were seeded in DMEM containing 10% FBS and 1% antibiotics, and incubated under sterile conditions with 5% CO_2_ at 37℃.

All cell lines used in this study were analyzed by short tandem repeat typing and mycoplasma serology, with the most recent assessment conducted in September 2022. Cells were passaged 2-6 times for experimental purposes and revived every 3-4 months.

**Lentivirus production and transduction**

Plasmid DNA was extracted using a mini plasmid purification kit ([TIANGEN](https://www.tiangen.com/" \t "_blank)). DNA concentration was measured by Nanodrop 2000 (Thermo Fisher). HEK293T cells were cultured until reaching ~70-80% confluence, then the medium was replaced with antibiotic-free medium containing 10% FBS for transfection. Next, they were transfected with the pLKO.1-TRC cloning vectors (Addgene) together with the packaging plasmids psPAX2 (Addgene) and pMD2.G (Addgene), using Calcium Phosphate Cell Transfection Kit ([Beyotime](https://beyotime.com/news.do?method=newsframe1&pageurl=about-beyotime.htm" \t "_blank)). 

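The pLKO.1 vector carries a short hairpin whose processed strand pairs with the mRNA of the target gene. Both YB-1 target sequences of the study were matched to the GENCODE 29 transcripts of GRCh38. The sequence of shYB-1#1, AGCAGACCGTAACCATTATAG, lies on chromosome 1 from 42696704 to 42696724, and that of shYB-1#2, CCAGTTCAAGGCAGTAAATAT, from 42696681 to 42696701. Both are in the coding sequence of YBX1, in exon 5 of 8 of the transcript YBX1-201, with 2 bases between them, and occur in 4 of the 4 annotated YBX1 transcripts. With 10 bases on either side, the transcript reads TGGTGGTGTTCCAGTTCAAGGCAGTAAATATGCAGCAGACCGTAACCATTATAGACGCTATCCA. Exact copies of shYB-1#1 are found in the pseudogenes YBX1P1 and YBX1P10, and of shYB-1#2 in YBX1P1 and AC013467.2, which had at most 0.26 TPM in any library of the mRNA sequencing. The target of shSTAT3 is in exon 3 of 24 of STAT3-201, on chromosome 17 from 42346582 to 42346602. The targets of shPXN#1 and shPXN#2 are in exons 12 and 2 of the 12 exons of PXN-201, on chromosome 12 from 120212333 to 120212353 and from 120224272 to 120224292. These are all coding sequence, and 0 other genes had an exact match to the STAT3 or PXN sequences. Unlike the YB-1 sequences, they do not occur in every annotated transcript of their gene. The shSTAT3 sequence is in 6 of 14 STAT3 transcripts, that of shPXN#1 in 9 of 22 PXN transcripts and that of shPXN#2 in 17 of 22. Annotated transcripts of every type were counted, and which of them the cells express was not examined. The paper's text does not name which YB-1 shRNA was used for the mRNA sequencing.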

After 12 hours, the culture medium was changed to a complete medium. Viral supernatants were collected 24 hours and 48 hours later. PEG-8000 ([Beyotime](https://beyotime.com/news.do?method=newsframe1&pageurl=about-beyotime.htm" \t "_blank)) was used to precipitate the lentiviruses. GBM cells were treated with medium containing lentiviruses for 16 hours in the presence of 8 µg/mL polybrene. Afterwards, the medium was changed, and the cells were cultured for 3-4 days.

**Cell viability assay**

The cell number was determined using an automated cell counter. Then cells were seeded into a 96-well plate at 1*10^3^ cells/well density in triplicate, and cultured in a complete medium with 5% CO_2_ at 37℃. After the indicated periods, CCK8 reagent (GlpBio) was added into each well, and absorbance was measured 4 hours later using Synergy HTX multi-mode reader (BioTek).

**Colony formation assay**

The colony formation assay was conducted to detect the *in vitro* tumorigenic potential of GBM cells. GBM cells were seeded into 6-well plates at 2×10^3^ cells/well. After 14 days of cultivation in a complete medium, the cells were fixed with methanol and stained with methylene blue. The number of clones was counted to determine the self-renewal ability of GBM cells.

**Wound healing assay**

The wound healing assay was applied to evaluate the migratory ability of GBM cells. GBM cells were seeded into 6-well plates at 3×10^5^ cells/well and cultured in a complete medium. Once cells reached approximately 90% confluence, linear wounds were generated using sterile pipette tips. Afterwards, the cells were washed 3 times with PBS to remove detached cells. Images were taken using an inverted microscope. The leading edges were delineated by black lines.

**Transwell assay**

The transwell assay was performed to assess the migration ability of GBM cells. 600 µL medium containing 10% FBS was added into the lower chamber (Corning Falcon). GBM cells were seeded into the upper chamber containing 200 µL of serum-free medium, at a density of 2×10^4^ cells/well. After approximately 16 hours, GBM cells were fixed with methanol and stained with methylene blue. Subsequently, the non-migrated cells were gently removed using cotton swabs, and images of migrated cells were taken under an inverted microscope.

**RNA isolation and quantitative real-time polymerase chain reaction (qRT-PCR)**

Total RNA was prepared by TRIzol reagent (Beyotime) following the manufacturer’s protocol. RNA concentration was measured by Nanodrop 2000. cDNA was synthesized using RevertAid^TM^ Master Mix, with DNase I (Thermo MBI) according to the manufacturer’s instructions. qRT-PCR was carried out using the StepOnePlus real-time PCR system with SYBR Green Mix (DIYIBIO). GAPDH was used as an internal control. Running cycles for DNA amplification are were as follows: 95 °C (30 s), 40 cycles of 95 °C (10 s), 60 °C (10 s), and 72 °C (30 s). Relative mRNA expression was calculated using 2^-ΔΔCT^ method.

**Western blotting assay**

GBM cells were homogenized on ice in RIPA buffer containing 1% protease and phosphatase inhibitor cocktail (MCE), and then centrifuged at 14,000 × g for 10 min to acquire protein supernatants. Protein concentration was determined using the bicinchoninic acid (BCA) assay kit (Beyotime). Equal amounts of protein lysates (20 μg/lane) were subjected to SDS-PAGE FuturePAGE^TM^ 4%-12% gels and transferred onto a polyvinylidene fluoride (PVDF) membrane (Thermo Scientific). The membrane was blocked with 5% non-fat milk (Blotting Grade Blocker, Beyotime) for 1 hour at room temperature, and then incubated with the corresponding primary antibody overnight at 4℃. The next day, the membranes were incubated with peroxidase-conjugated secondary antibodies for 1 h at room temperature. Then, the signals were visualized using the Amersham enhanced chemiluminescence (ECL) Western Blotting System.

**Flow cytometry assay**

GBM cells were stained with an Alexa Fluor^®^ Annexin V/Dead Cell Apoptosis Kit (Thermo Scientific), strictly following the manufacturer’s protocol. After staining, cell apoptosis was assessed by Attune NxT Flow Cytometer (Thermo Scientific).

**Bioluminescent imaging (BLI)**

GBM cells were infected with lentiviral particles (pHAGE PGK-GFP-IRES-LUC-W) to co-express luciferase and GFP. GFP-expressing cells were sorted by fluorescence-activated cell sorting (FACS) (BD Biosciences) and subsequently implanted into mice to establish xenograft models. For in vivo imaging, mice were injected intraperitoneally with XenoLight D-luciferin (2.5 mg/100 µL, PerkinElmer). Then, mice were anesthetized with isoflurane for image capture using an IVIS 100 imaging system (PerkinElmer).

**Immunohistochemistry staining (IHC)**

Paraffin-embedded tumor tissue sections were incubated with corresponding primary antibodies (Anti-PXN primary antibody, cat. no. sc-365379) at 4℃ overnight. The next day, the slices were incubated for 1 hour with HRP-conjugated secondary antibodies at room temperature and visualized using 3,3'-diaminobenzidine (DAB) substrate solution. Images were taken by a microscope (Servicebio Technology Co., Ltd., Wuhan, China).

**Detection of caspase-3 activity and Annexin V apoptosis in living cells**

XJ6376 primary GBM cells were seeded into 24-well plates. When cells reached 70–80% confluence, a mixture containing 194 μL of Annexin V-mCherry Binding Buffer, 5 μL of Annexin V-mCherry, and 1 μL of GreenNuc™ Caspase-3 Substrate from the Beyotime kit (C1077S) was added to each well. After 20-30 minutes of light-avoidance incubation at room temperature, images were taken under an inverted microscope.

**Chromatin immunoprecipitation (ChIP)**

ChIP was carried out strictly following the manufacturer's instructions. Bioruptor UCD-200 was applied for DNA sonication, and 3*10^6^ cells were used per reaction. After centrifugation at 10,000×g for 10 minutes, 10% of the supernatant was reserved as input. The remaining supernatant was subjected to immunoprecipitation with either the corresponding primary antibody or normal IgG as a negative control, followed by incubation with Protein G Dynabeads. The immunoprecipitated DNA was purified and subsequently analyzed by quantitative PCR (qPCR) and agarose gel electrophoresis to verify the enrichment of target sequences.

**Luciferase reporter assay for PXN and SRC promoter activity**

The PXN promoter region (−1811 to −424 from TSS) and SRC promoter region (−1770 to −882 from TSS) were amplified from human genomic DNA. U87 and U373 GBM cells were seeded in 24-well plates for 24 h. When cells reached 50–70% confluence, they were co-transfected with PXN or SRC promoter reporter plasmids along with a Renilla luciferase plasmid using lipofectamine 3000 (Thermo Scientific, L3000001) according to the manufacturer’s protocol. After 48 hours, promoter activity was measured using a dual-luciferase reporter assay kit (GeneCopoeia, LF001).

**Co-immunoprecipitation (Co-IP) and Mass spectrometry analysis**

U87 cells (1*10^6^) were lysed in 500 µL IP buffer (Servicebio) containing 1% protease and phosphatase inhibitor, and then centrifuged at 14,000 g for 10 min to obtain protein supernatants. The protein supernatants were incubated with 5 µg Anti-PXN primary antibody (Santa Cruz, cat. no. sc-365379) at 4℃ overnight. The following day, 25 µL protein A/G Magnetic Beads (MCE) were added and incubated for 2 hours. After washing with 0.5% PBS with Tween-20 (PBST) 3 times, the beads-antibody-antigen complex was boiled with 1× loading buffer to elute the interacting protein components. Then, the samples were used for mass spectrometry analysis by Suzhou Panomik Biomedical Technology Co., Ltd.

**mRNA sequencing analysis**

mRNA sequencing analysis was conducted on U87 and U373 cells transfected with vector-shRNA and Y-box binding protein 1 (YB-1)-shRNA. Total RNA was extracted using TRIzol reagent (Beyotime) and sequenced by Shanghai Majorbio Bio-pharm Technology Co., Ltd. The data were analyzed on the online platform of Majorbio Cloud Platform^[7, 8]^. Differentially expressed genes (DEGs) were identified using DEGseq analysis, with thresholds set at |log2 ^fold change^| ≥ 1 and adjusted p-value < 0.001. 

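With the cell lines pooled, the comparison has 1 pool per shRNA, so its p-values compare those pools and have no replicates behind them. In the authors' deposited table 8103 genes had an adjusted p-value under 0.001, of which 6872 had a log2 fold change under 1 in size and were left out by the fold threshold. An adjusted p-value of 0 was listed for 216 genes in the authors' deposited table. Of the 1231 genes called in the authors' deposited table, 374 had a mean over the 4 libraries under 1 TPM and 215 carry no gene name. The median of the mean TPM was 2.55 for the up-regulated genes and 1.92 for the down-regulated genes of the authors' deposited table. Of their 492 up-regulated genes that could be tested with limma, 195 had an unadjusted p-value under 0.05, as had 196 of their 365 down-regulated genes that could be tested. Because these genes were selected by their change in the same 4 libraries, small p-values are favoured among them, and the counts are not independent evidence.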

GSEA software (v4.3.3) and the R package singleseqgset (v0.1.2.9000) were used for GSEA analysis. Pathways with normalized enrichment score (NES) > 1, p-value < 0.05 and q-value < 0.25 were considered significantly enriched. KEGG analysis was automatically annotated on the online platform of Majorbio Cloud Platform, selecting pathways with a p-value < 0.05 for further analysis.

**Immunofluorescence**

GBM cells were seeded onto sterile glass coverslips in 24-well plates and cultured until ~70-80% confluency. Cells were then fixed with 4% paraformaldehyde in PBS for 15 min at room temperature, followed by three washes with PBS. After permeabilization with 0.2% Triton X-100 in PBS for 10 min, cells were blocked with 5% bovine serum albumin (BSA) in PBS for 1 h at room temperature. Coverslips were incubated overnight at 4°C with primary antibodies diluted in blocking solution. After washing three times with PBS, cells were incubated with appropriate fluorophore-conjugated secondary antibodies for 1 h at room temperature in the dark. Nuclei were counterstained with DAPI (1 μg/mL) for 5 min. Finally, coverslips were mounted onto glass slides using antifade mounting medium and imaged using a confocal laser scanning microscope.**References**

1. Goldman, M.J., Craft, B., Hastie, M., Repečka, K., McDade, F., Kamath, A., Banerjee, A., Luo, Y., Rogers, D., Brooks, A.N., et al. (2020). Visualizing and interpreting cancer genomics data via the Xena platform. Nat Biotechnol *38*, 675–678.

2. Weinstein, J.N., Collisson, E.A., Mills, G.B., Shaw, K.R., Ozenberger, B.A., Ellrott, K., Shmulevich, I., Sander, C., and Stuart, J.M. (2013). The Cancer Genome Atlas Pan-Cancer analysis project. Nat Genet *45*, 1113–1120.

3. (2008). Comprehensive genomic characterization defines human glioblastoma genes and core pathways. Nature *455*, 1061–1068.

4. Zhao, Z., Meng, F., Wang, W., Wang, Z., Zhang, C., and Jiang, T. (2017). Comprehensive RNA-seq transcriptomic profiling in the malignant progression of gliomas. Scientific data *4*, 170024.

5. Zhao, Z., Zhang, K.N., Wang, Q., Li, G., Zeng, F., Zhang, Y., Wu, F., Chai, R., Wang, Z., Zhang, C., et al. (2021). Chinese Glioma Genome Atlas (CGGA): A Comprehensive Resource with Functional Genomic Data from Chinese Glioma Patients. Genomics Proteomics Bioinformatics *19*, 1–12.

6. Li, X., Wang, Y., Wu, W., Xiang, J., Wang, M., and Yu, H. (2022). A novel DNA damage and repair-related gene signature to improve predictive capacity of overall survival for patients with gliomas. Journal of cellular and molecular medicine *26*, 3736–3750.

7. Ren, Y., Yu, G., Shi, C., Liu, L., Guo, Q., Han, C., Zhang, D., Zhang, L., Liu, B., Gao, H., et al. (2022). Majorbio Cloud: A one-stop, comprehensive bioinformatic platform for multiomics analyses. iMeta *1*, e12.

8. Han, C., Shi, C., Liu, L., Han, J., Yang, Q., Wang, Y., Li, X., Fu, W., Gao, H., Huang, H., et al. (2024). Majorbio Cloud 2024: Update single-cell and multiomics workflows. iMeta *3*, e217.

**Supplementary figures and figure legends**

**
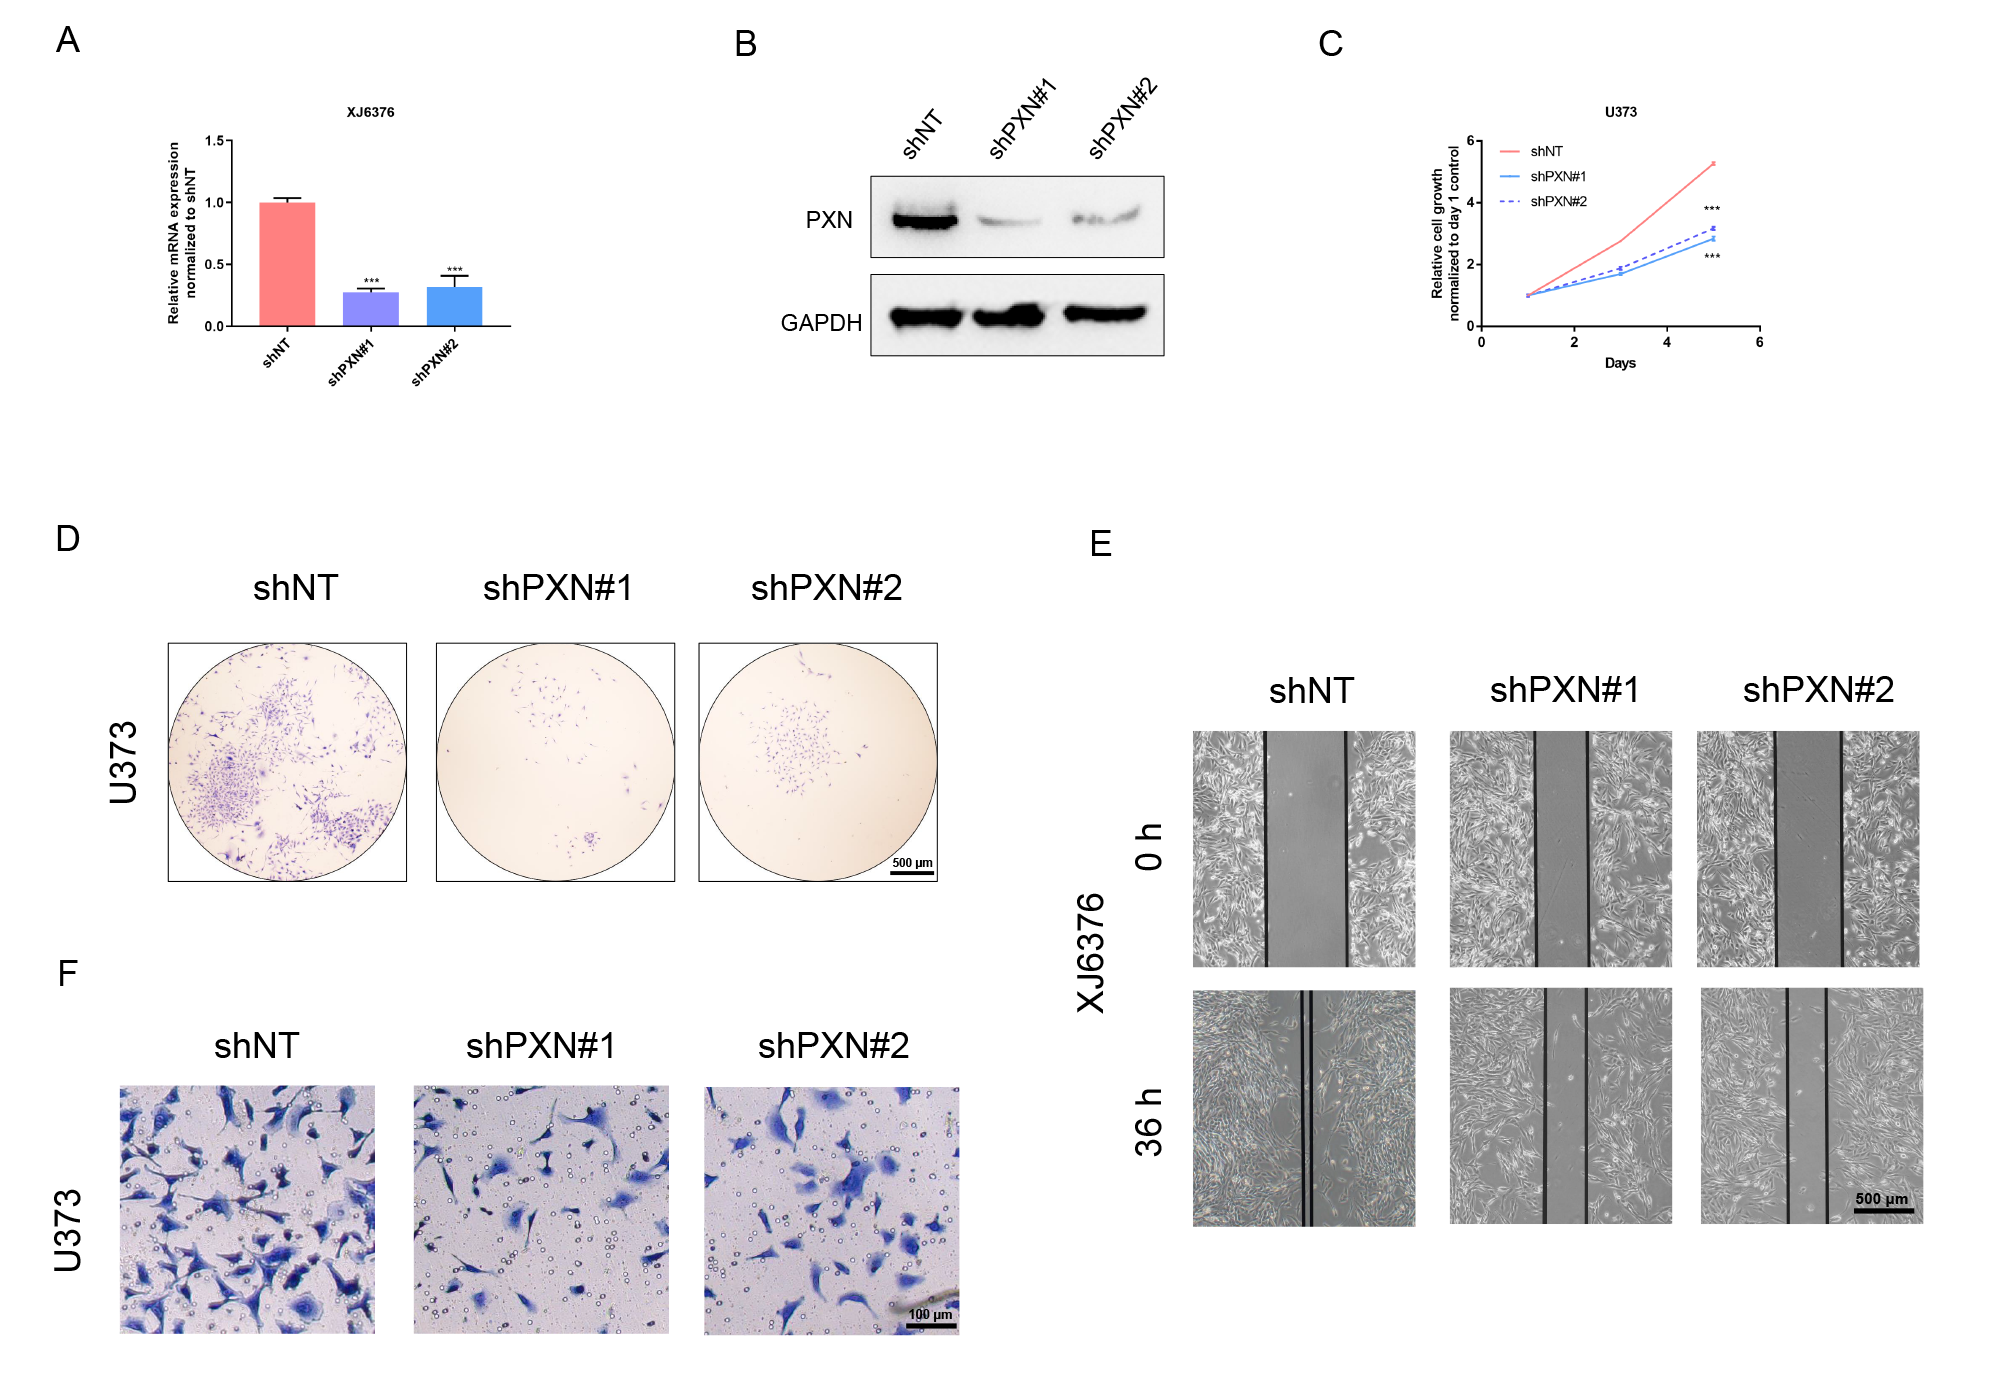
**

**Figure S1. PXN silencing hinders the proliferation, migration and tumorigenicity of GBM cells**

(**A**) qRT-PCR detecting PXN mRNA expression in XJ6376 cells transfected with NT-shRNA or PXN-shRNA. GAPDH served as a control. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by one-way ANOVA with Dunnett’s multiple comparisons test (***P < 0.001). (**B**) Western blotting determining PXN protein expression in XJ6376 cells transfected with NT-shRNA or PXN-shRNA. (**C**) Cell viability assay detecting the proliferation ability of U373 cells transfected with NT-shRNA or PXN-shRNA. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by one-way ANOVA with Dunnett’s multiple comparisons test (***P < 0.001). (**D**) Colony formation assay detecting tumorigenic potential of U373 cells transfected with NT-shRNA or PXN-shRNA. Scale bar = 500 μm. (**E**) Wound healing assay detecting the migratory ability of XJ6376 cells transfected with NT-shRNA or PXN-shRNA. Scale bar = 500 μm. (**F**) Transwell assay detecting migratory ability of U373 cells transfected with NT-shRNA or PXN-shRNA. Scale bar = 100 μm.

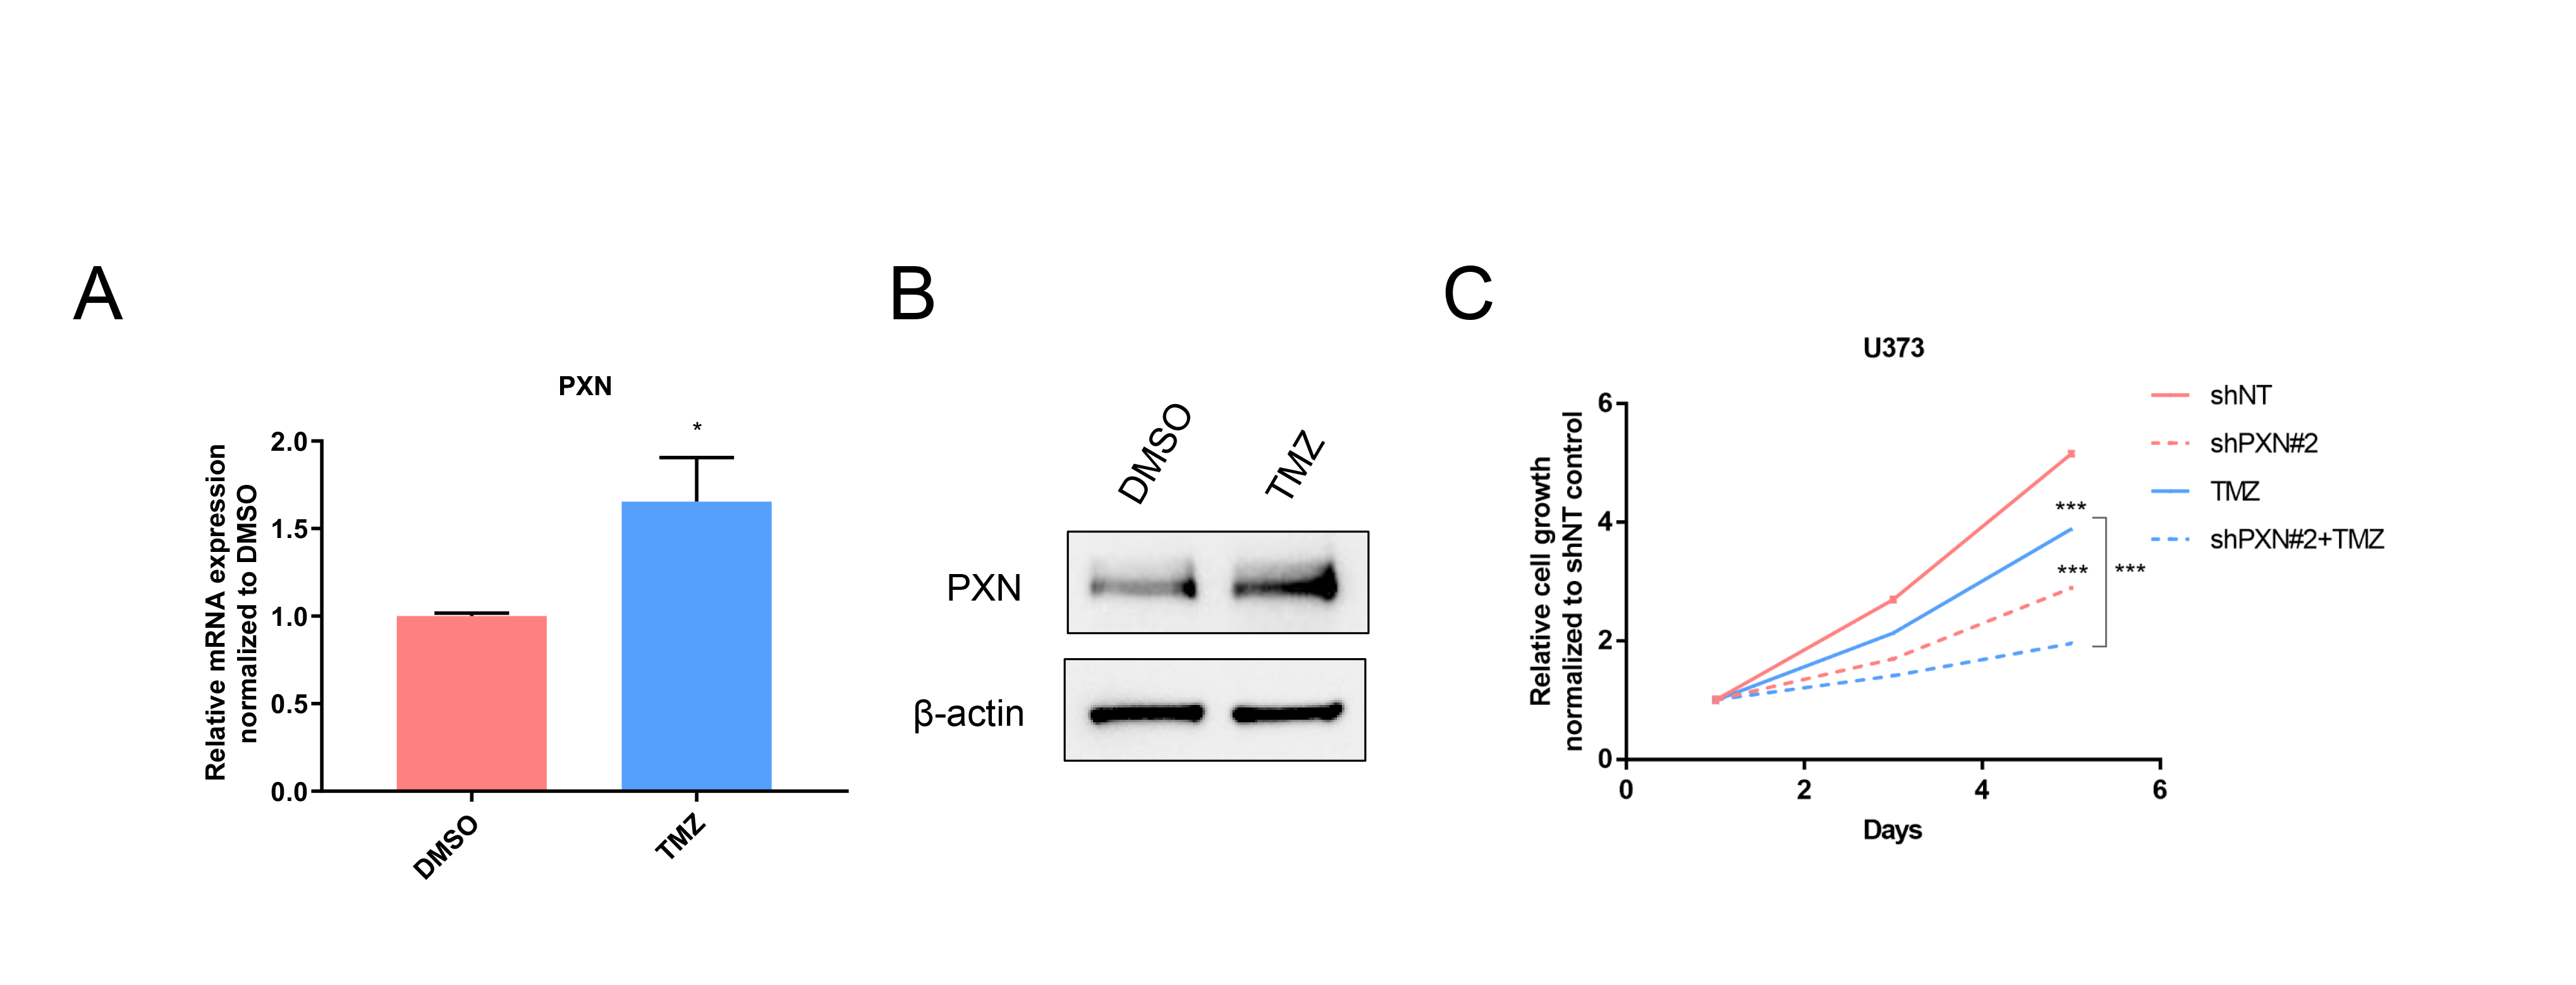

**Figure S2. Combined treatment with PXN silencing and TMZ induces increased apoptosis in GBM cells**

(**A**) qRT-PCR detecting PXN mRNA expression in XJ6376 cells pre-treated with DMSO or TMZ. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a two-tailed Student’s *t*-test (***P < 0.001). (**B**) Western blotting determining PXN expression in XJ6376 cells pre-treated with DMSO or TMZ. (**C**) Cell viability assay detecting proliferation ability of U373 cells under different treatment conditions. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by one-way ANOVA with Tukey's post hoc test (***P < 0.001).

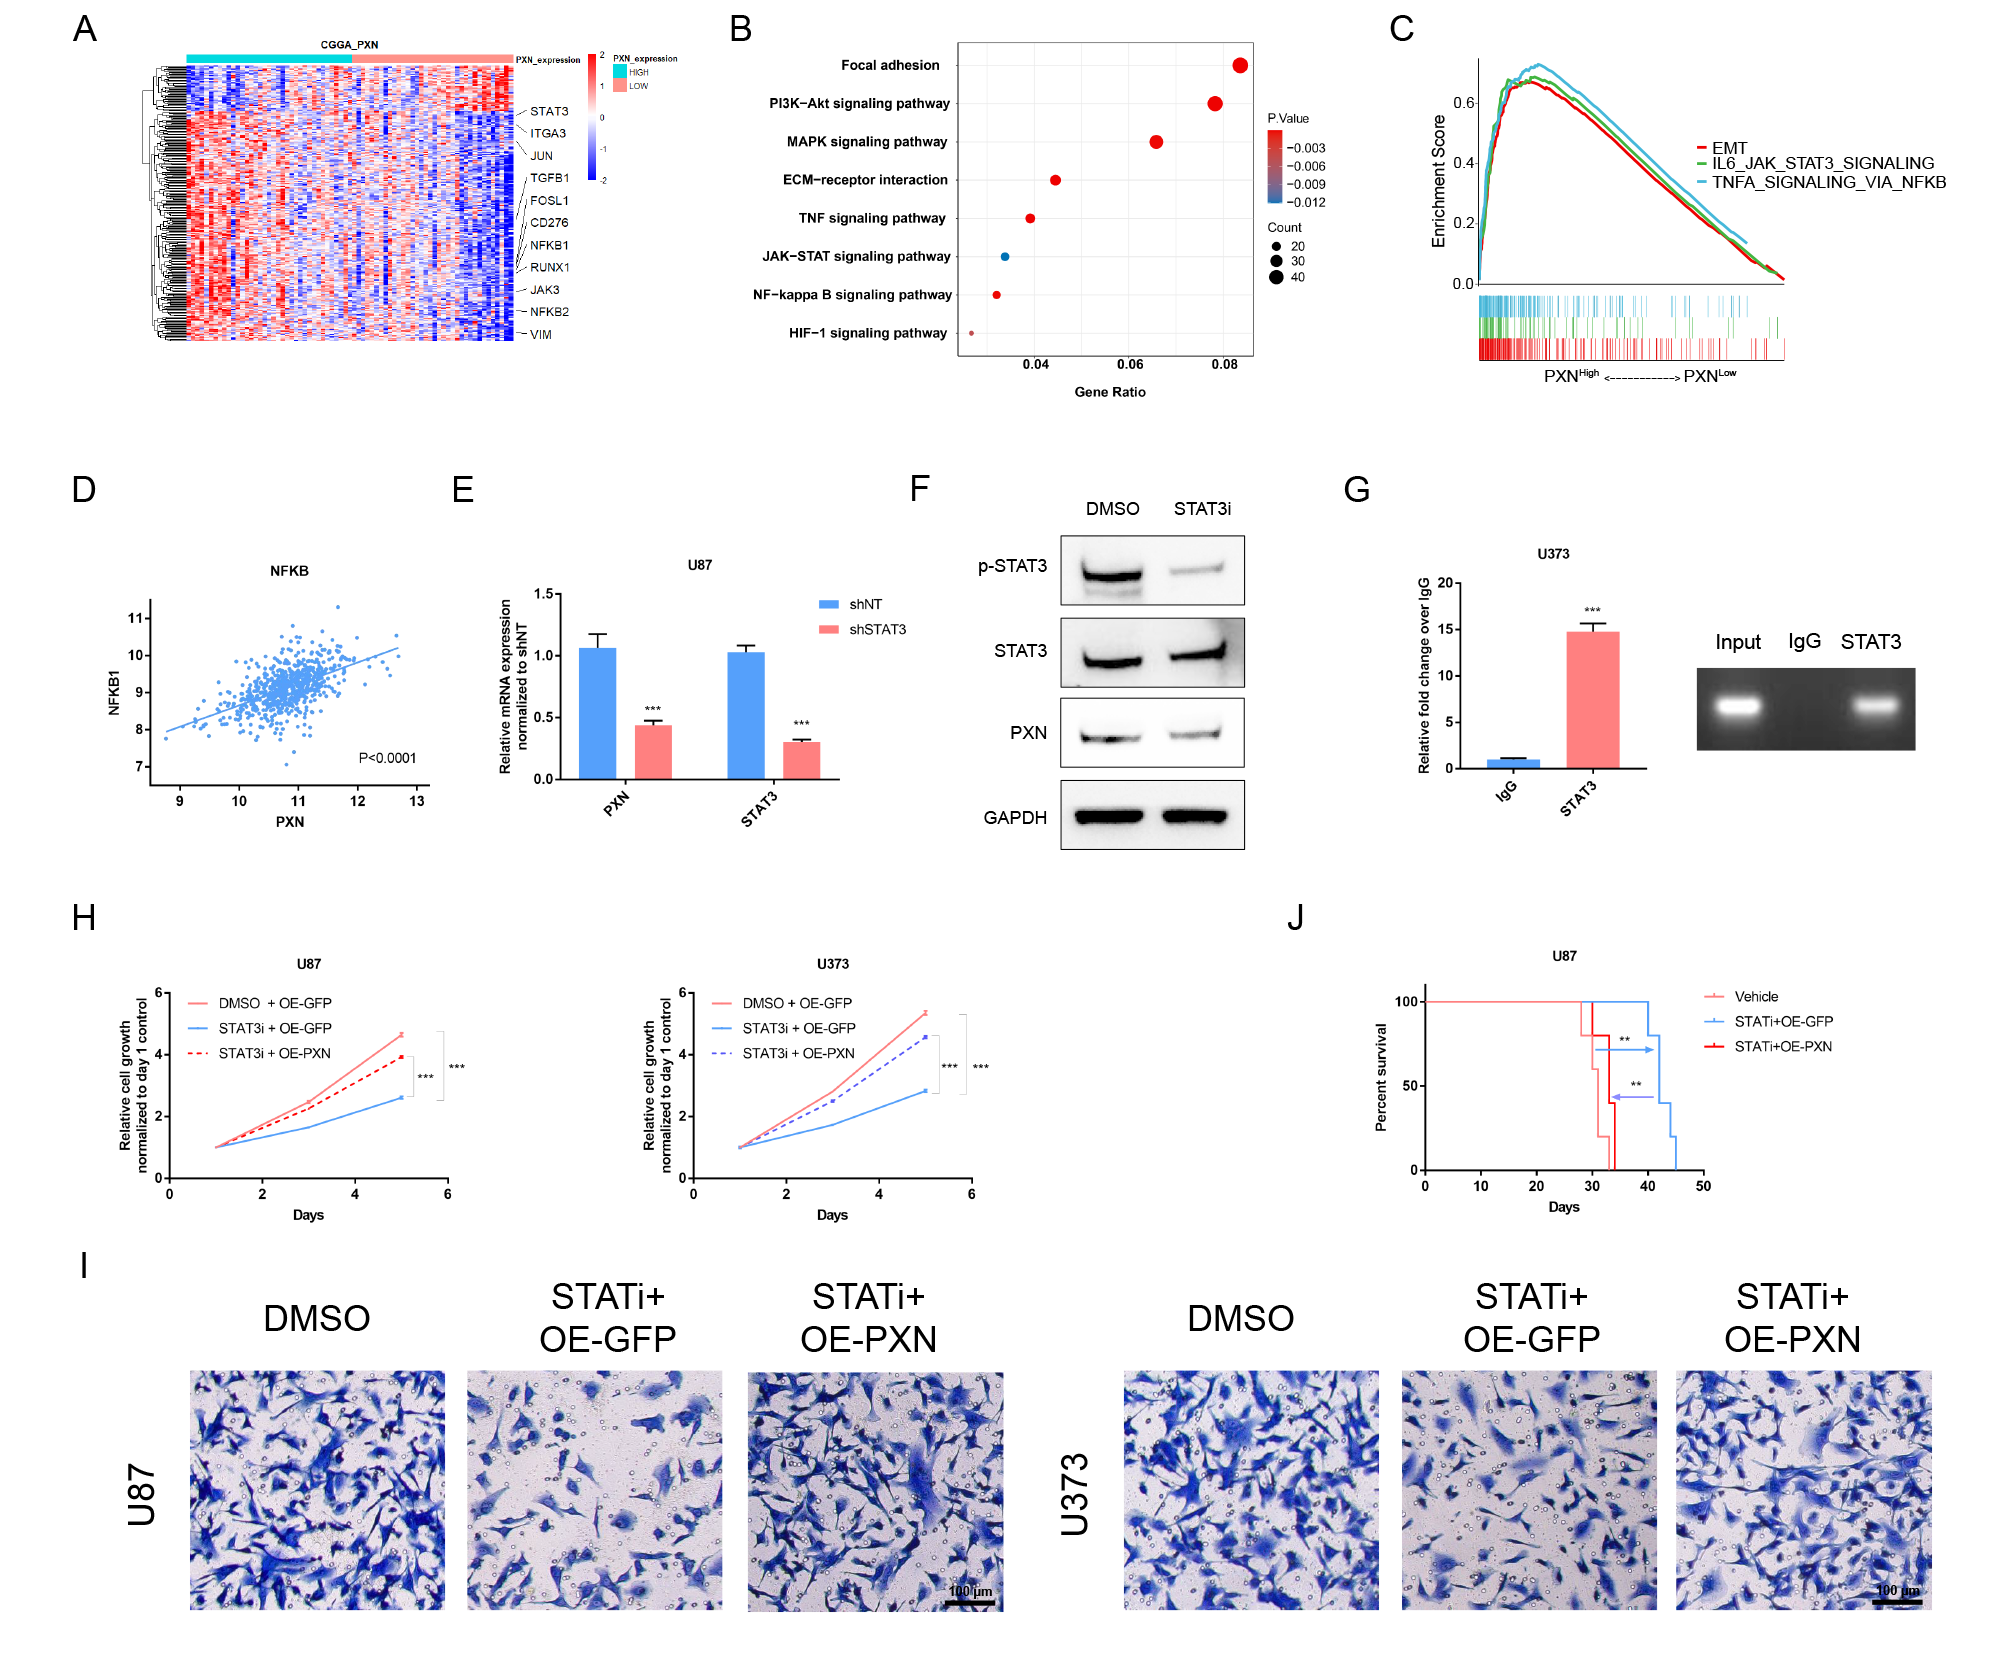

**Figure S3.** **STAT3 acts as an upstream factor of PXN to drive GBM progression**

(**A**) A heatmap showing DEGs between the PXN^High^ and PXN^Low^ groups using information from CGGA dataset. (**B**) KEGG analysis showing pathways enriched in the PXN^High^ group. (**C**) GSEA showing oncogenic pathways enriched in the PXN^High^ group. (**D**) Correlation analysis of mRNA expression relationship of PXN with NFKB1. Pearson’s correlation coefficient (r) was calculated to assess the linear relationship, with statistical significance determined by a two-tailed Student’s *t*-test. (**E**) qRT-PCR showing PXN mRNA expression in U87 cells transfected with NT-shRNA or STAT3-shRNA. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a two-tailed Student’s *t*-test (***P < 0.001). (**F**) Western blotting detecting STAT3, p-STAT3 and PXN protein expression in XJ6376 cells pre-treated with DMSO or STAT3i. (**G**) ChIP-PCR detecting enrichment of STAT3 at PXN promoter in U373 cells, and representative agarose gel electrophoresis images of corresponding ChIP samples amplified using PXN promoter-specific primers. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a two-tailed Student’s *t*-test (***P < 0.001). (**H**) Cell viability assay detecting proliferation ability of U87 and U373 cells subjected to the indicated treatments. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by one-way ANOVA with Dunnett’s multiple comparisons test (***P < 0.001). (**I**) Transwell assay detecting migratory ability of U87 and U373 cells subjected to the indicated treatments. Scale bar = 100 μm. (**J**) K-M analysis comparing overall survival of mice intracranially injected with U87 cell subjected to the indicated treatments. Data are presented as median survival time (n = 5 mice per group). Statistical significance was determined by log-rank test (**P < 0.01).

**Figure S4. PXN Nuclear Localization and Its Role in STAT3 Activation in GBM Cells**

(**A**) Western blot analysis of STAT3 and p-STAT3 in U373 cells treated with the SRC inhibitor (MCE, HY-101053) at 2 μM, 5 μM, and 10 μM for 2 h. (**B**) Nuclear-cytoplasmic fractionation followed by western blotting reveals subcellular localization of p-PXN in U87 and U373 cells. (**C**) Western blot analysis of p-PXN in U87 cells following 30-min stimulation with 20 ng/mL EGF (TargetMol, P01133). (**D**) Immunofluorescence reveals subcellular localization of p-PXN in U87 and U373 cells under control conditions or after 30-min EGF stimulation (20 ng/mL). Scale bar = 20 μm.

**
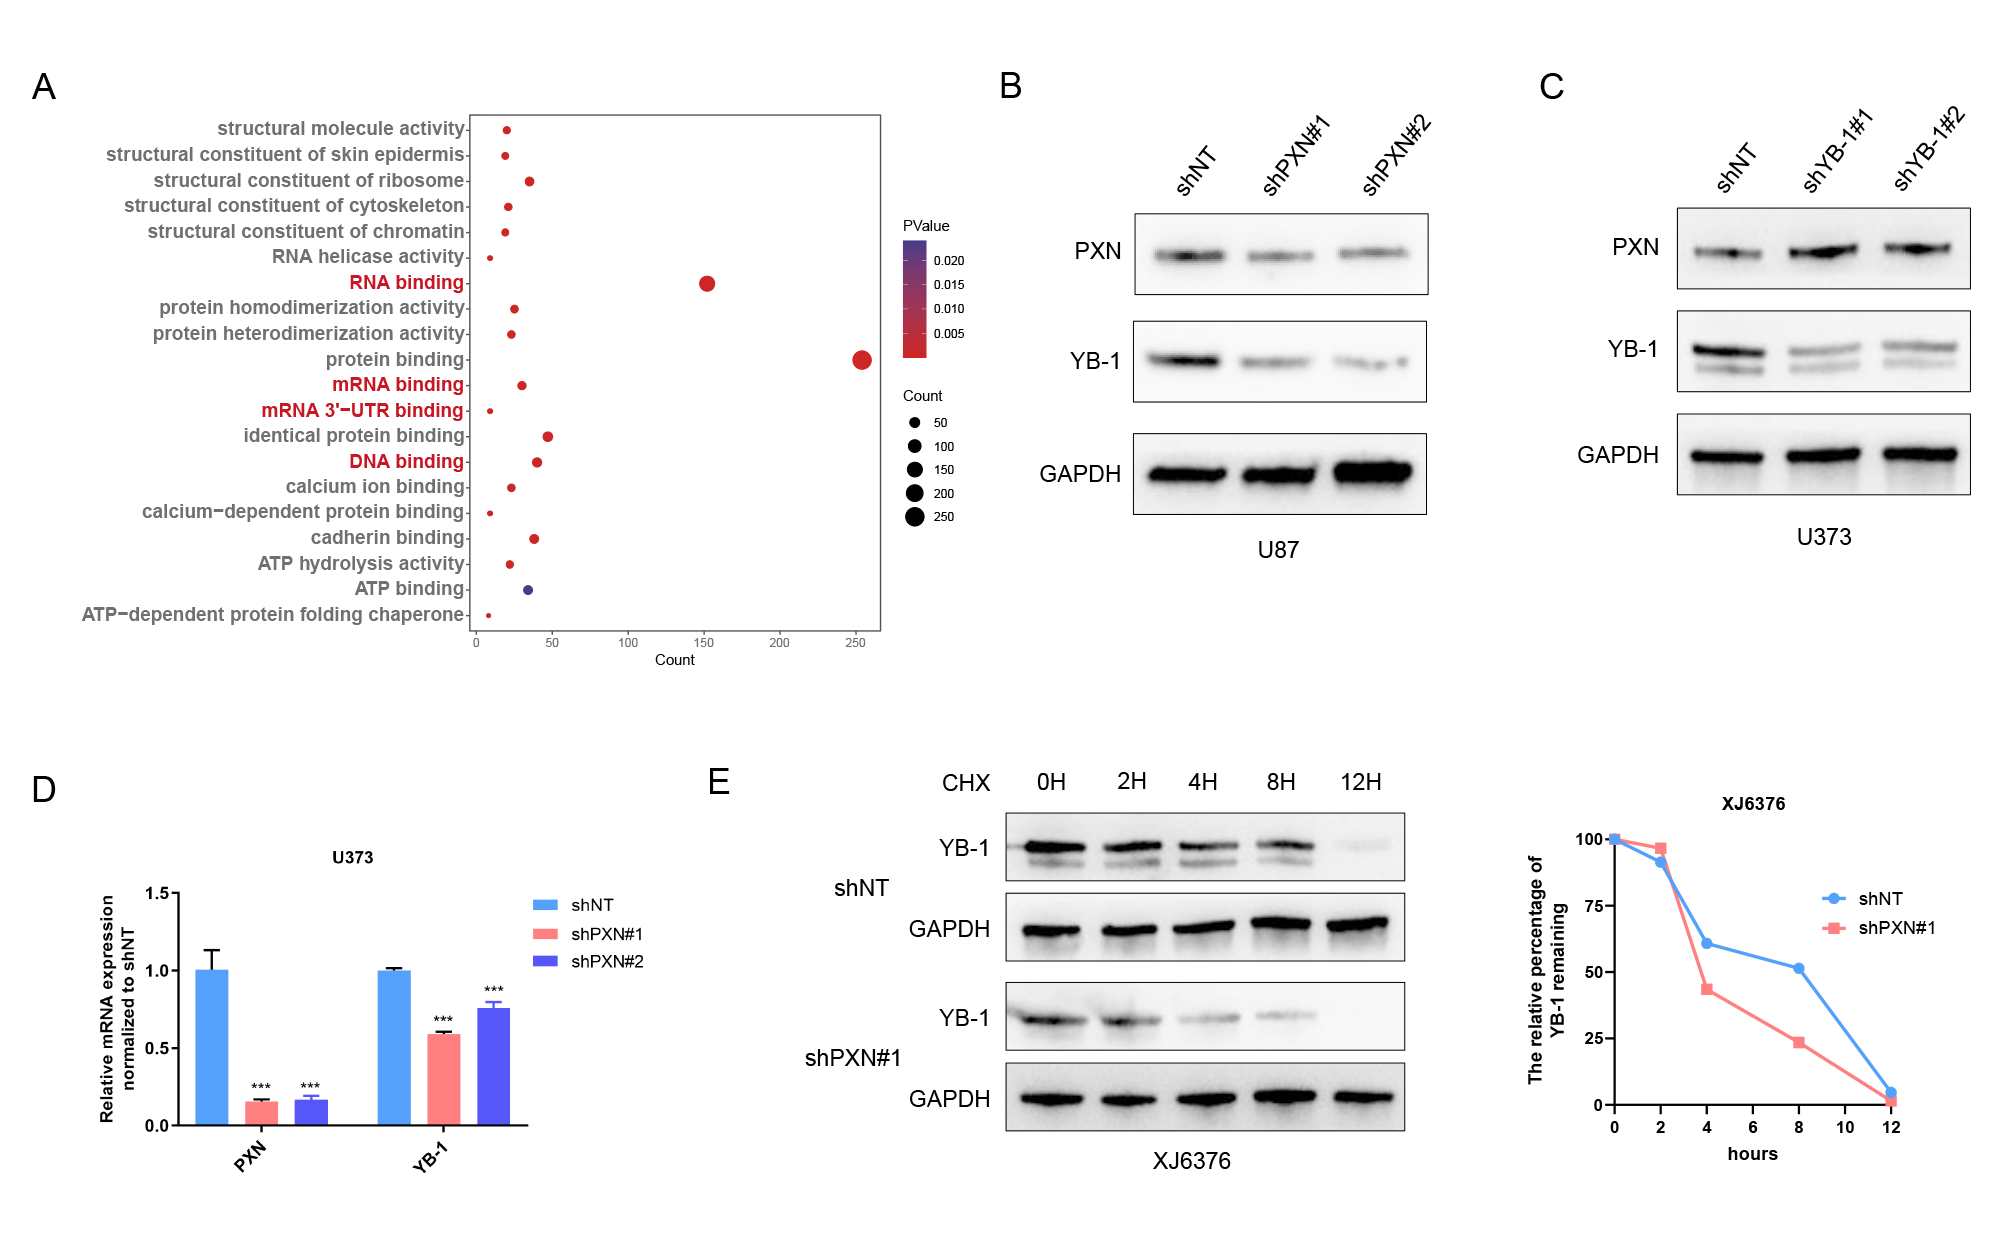
**

**Figure S5. PXN enhances YB-1 stability by inhibiting ubiquitin-mediated degradation**

(**A**) A bubble plot showing top 20 Gene Ontology (GO) results of identified proteins by mass spectrometry analysis using the DAVID website. (**B**) Western blotting determining YB-1 protein expression in U87 cells transfected with NT-shRNA or PXN-shRNA. (**C**) Western blotting determining PXN protein expression in U373 cells transfected with NT-shRNA or YB-1-shRNA. (**D**) qRT-PCR detecting YB-1 mRNA expression in U373 cells transfected with NT-shRNA and PXN-shRNA. Data are presented as mean ± SD of three independent biological replicates. Statistical significance was determined by a one-way ANOVA with Dunnett’s multiple comparisons test (***P < 0.001). (**E**) Western blotting comparing YB-1 protein degradation rate in XJ6376 cells transfected with NT-shRNA and PXN-shRNA.

# Supplementary material for: Deciphering the STAT3-PXN positive feedback loop in GBM, IDH-wildtype: transcriptional regulation and inhibition of YB-1 ubiquitination
**Source:** Cell Death Discov. 2026 Mar 23;12:168. doi: 10.1038/s41420-026-03035-9

**Figure 1E**

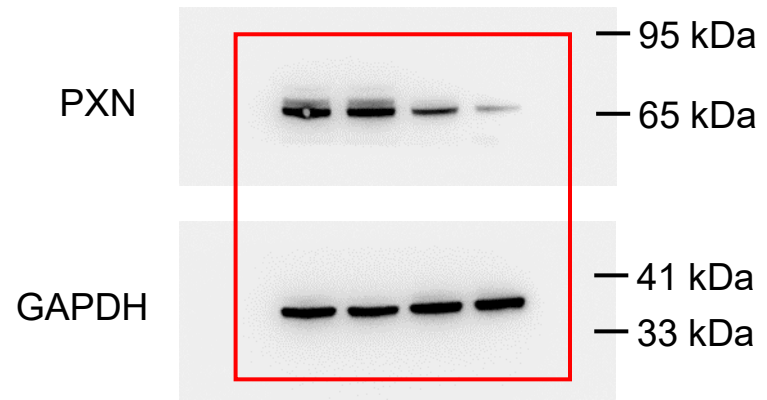

**Figure 1G**

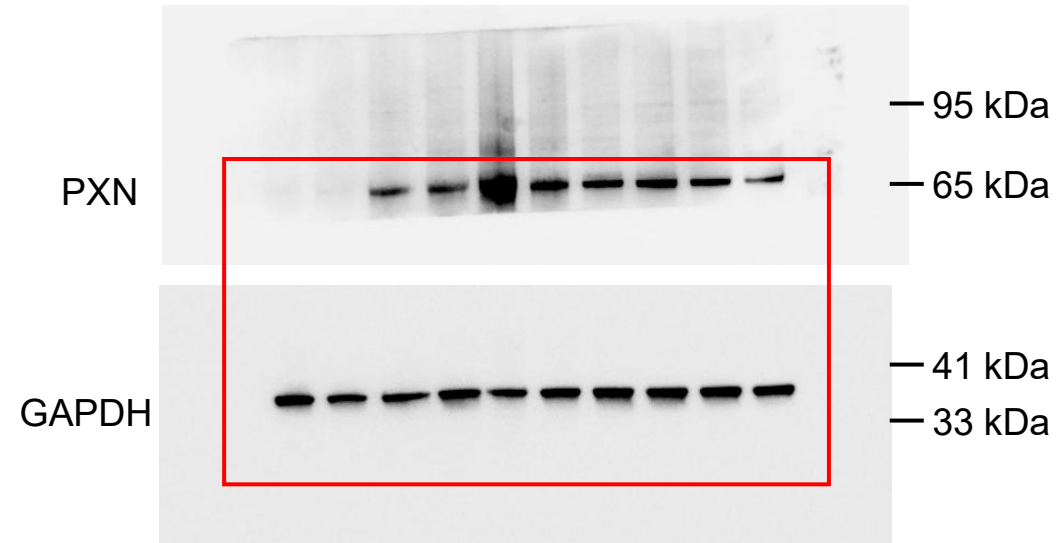

**Figure 2B**

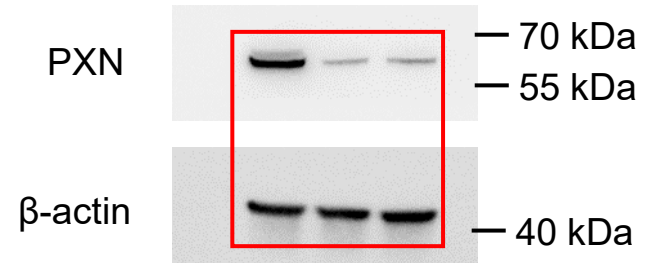

**Figure S1B**

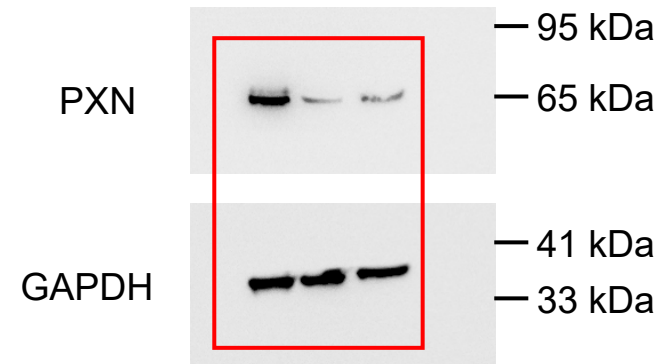

**Figure 3B**

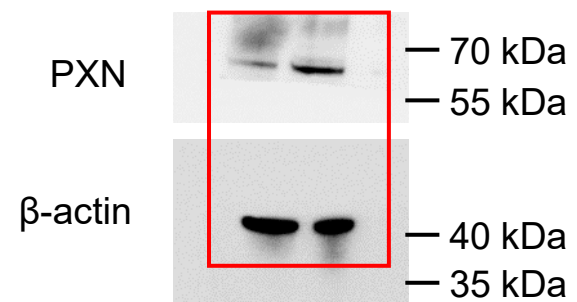

**Figure 4B**

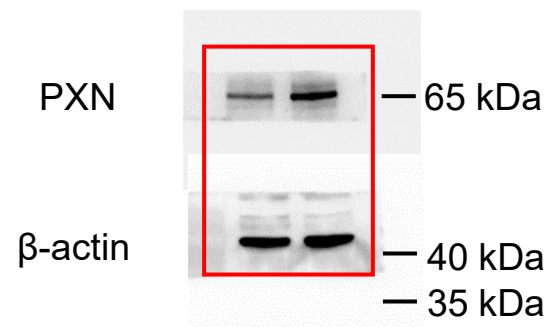

**Figure S2B**

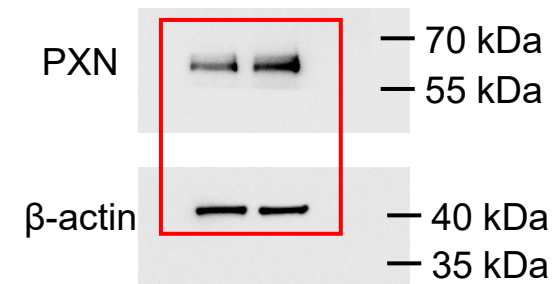

**Figure 4E**

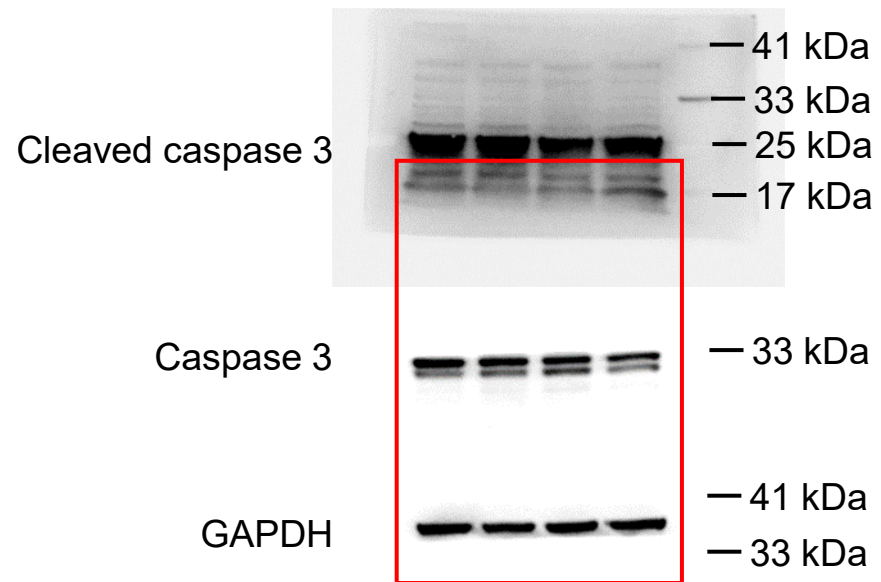

**Figure 5G**

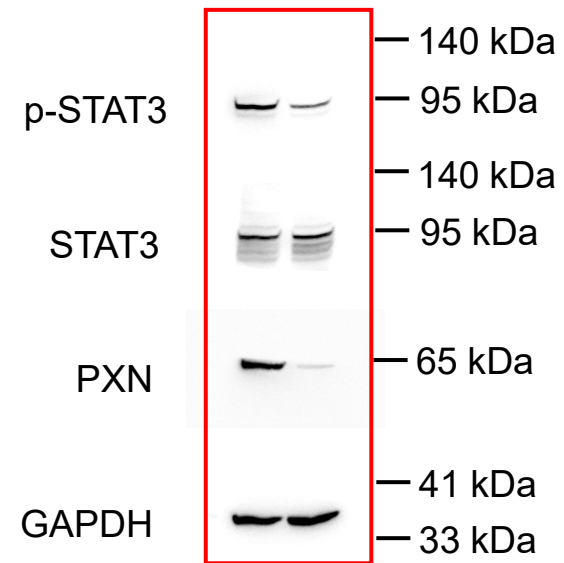

**Figure S3F**

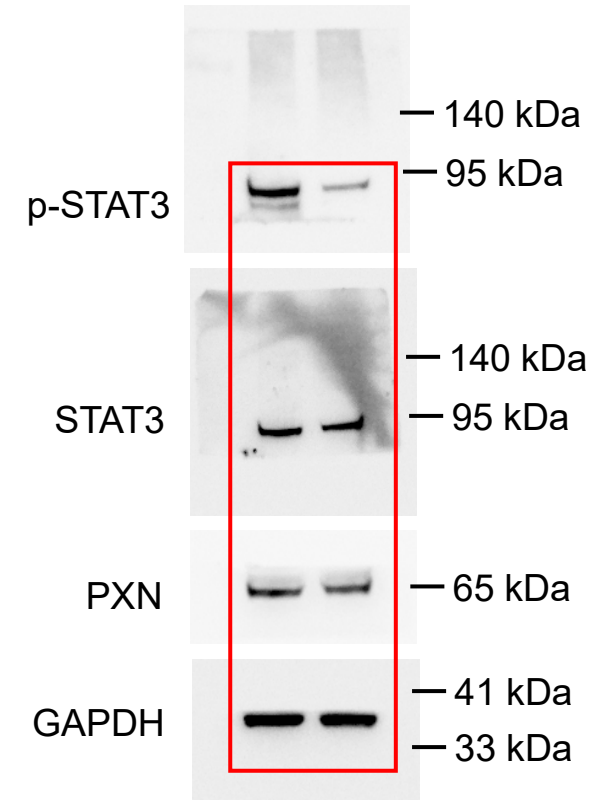

**Figure 6A**

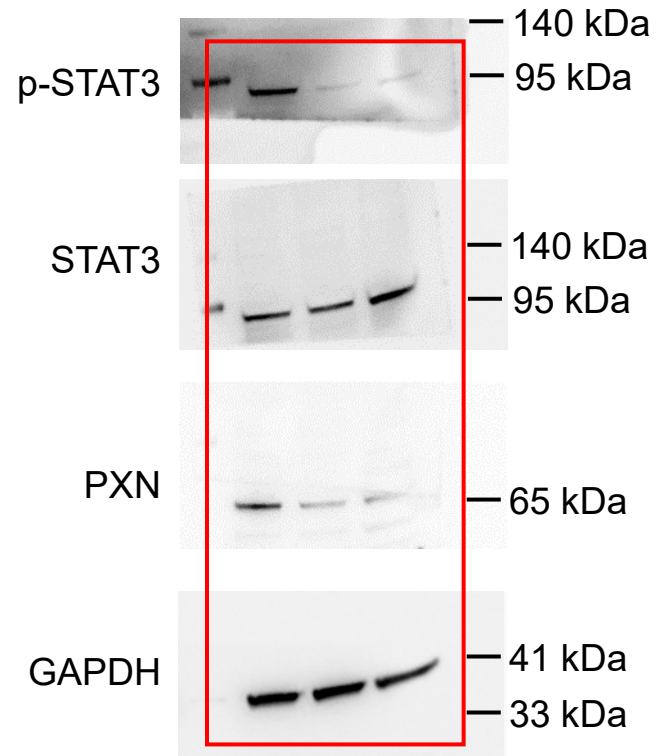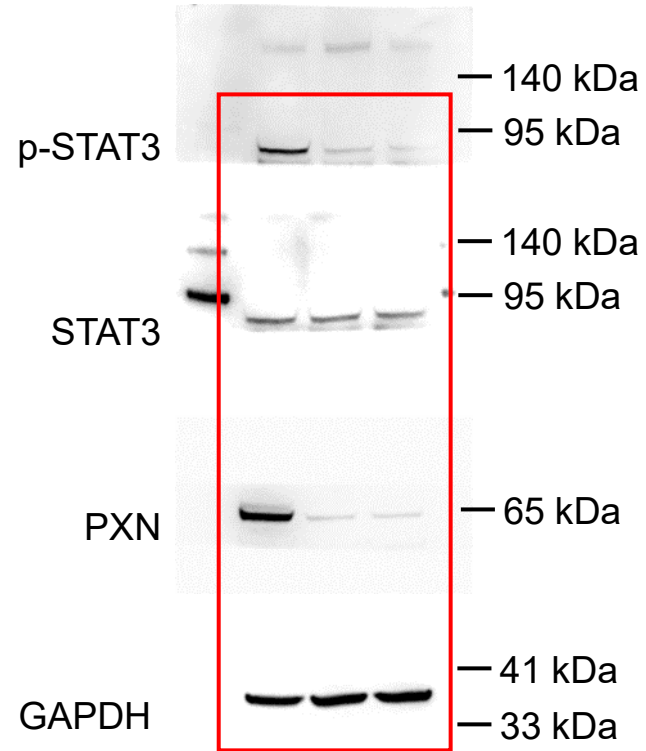

**Figure 6D**

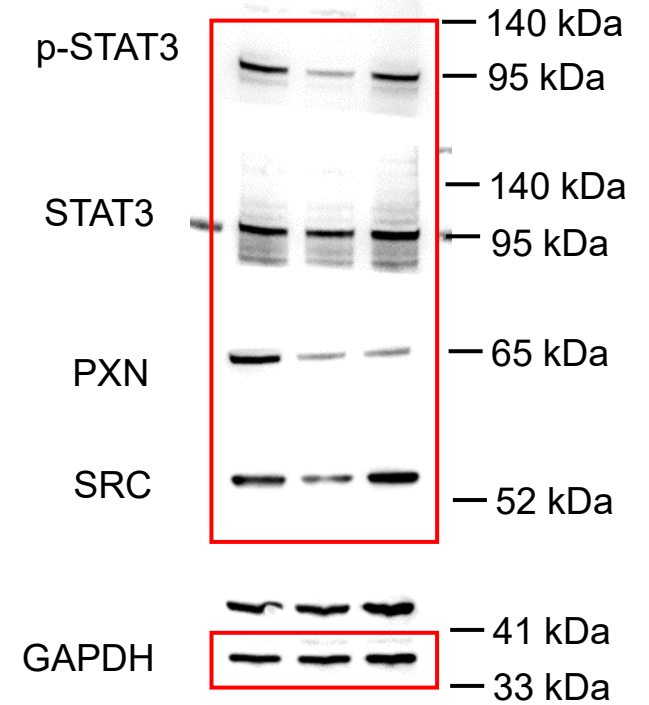

**Figure S4A**

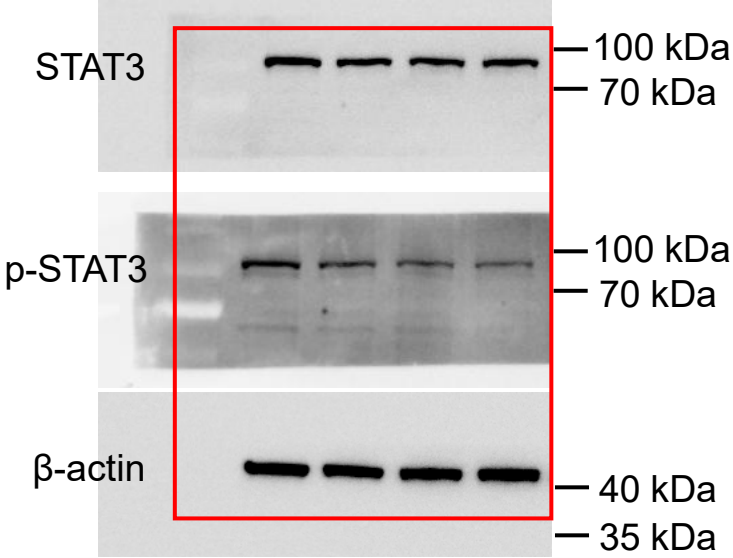

**Figure S4B**

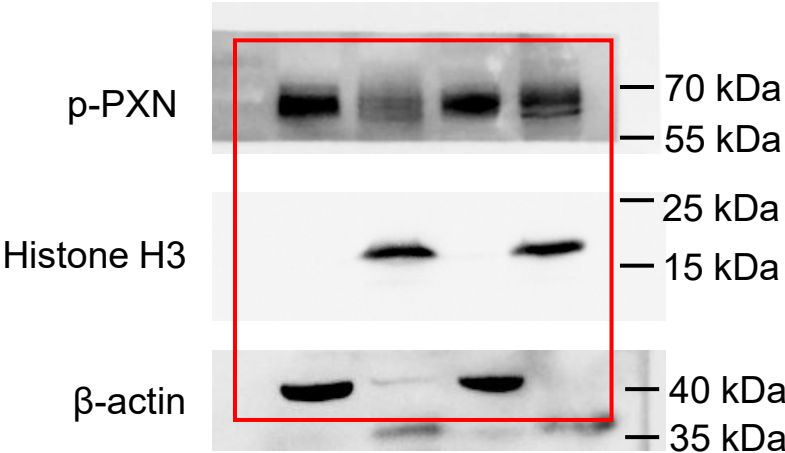

**Figure S4C**

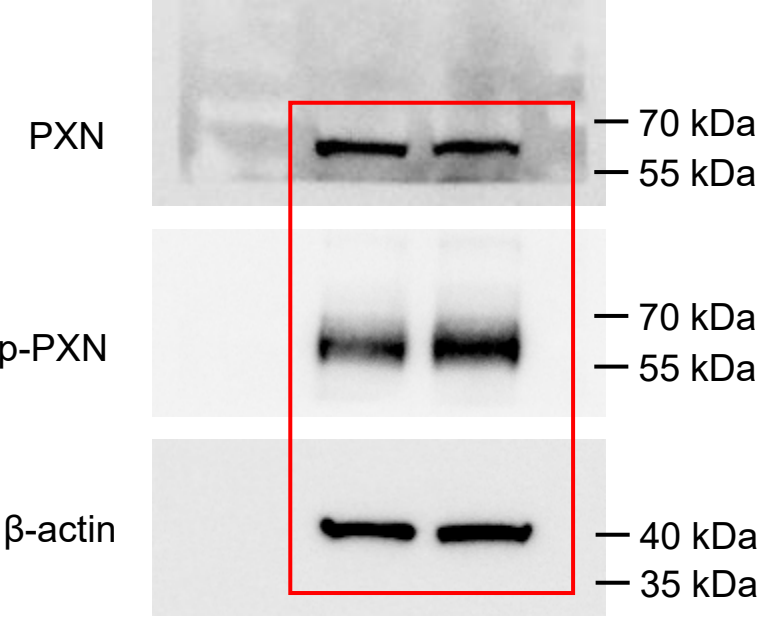

**Figure 7A**

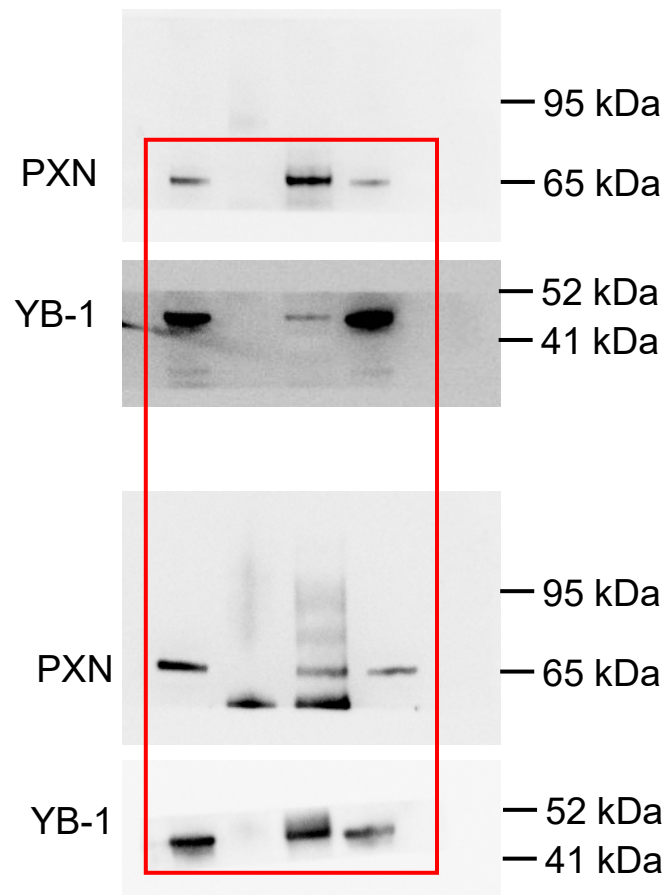

**Figure 7B**

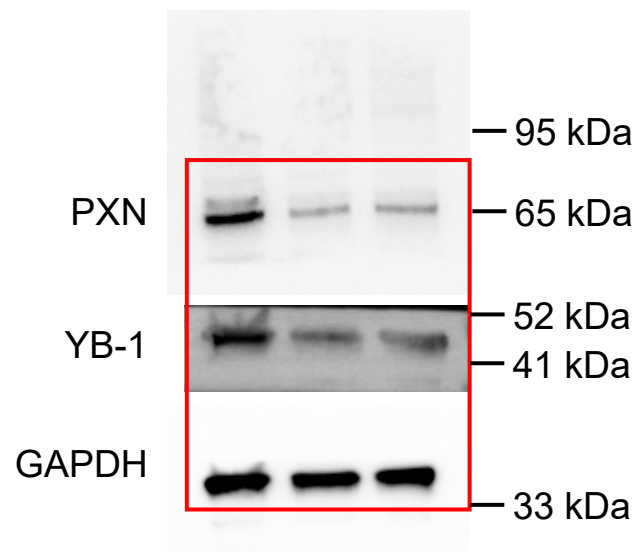

**Figure 7C**

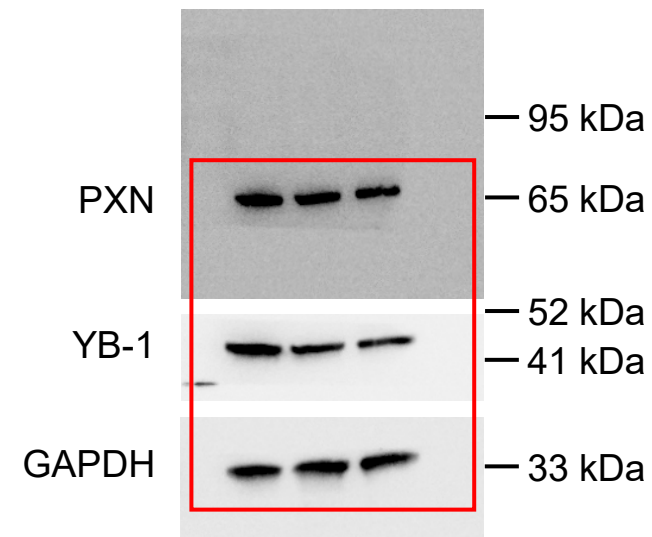

**Figure S5B**

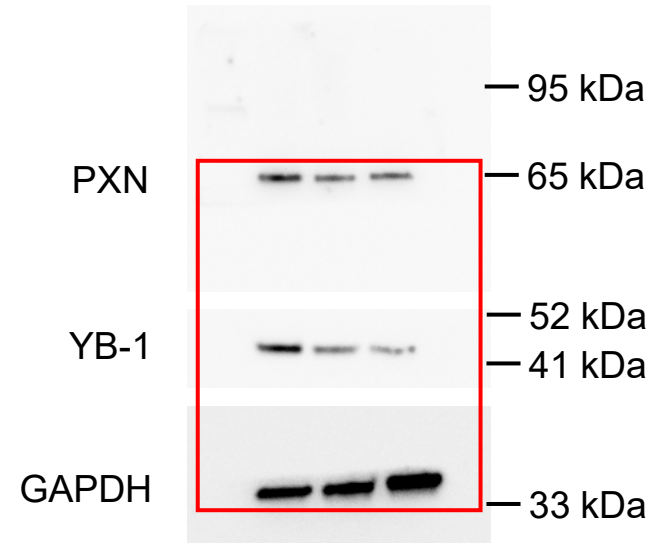

**Figure S5C**

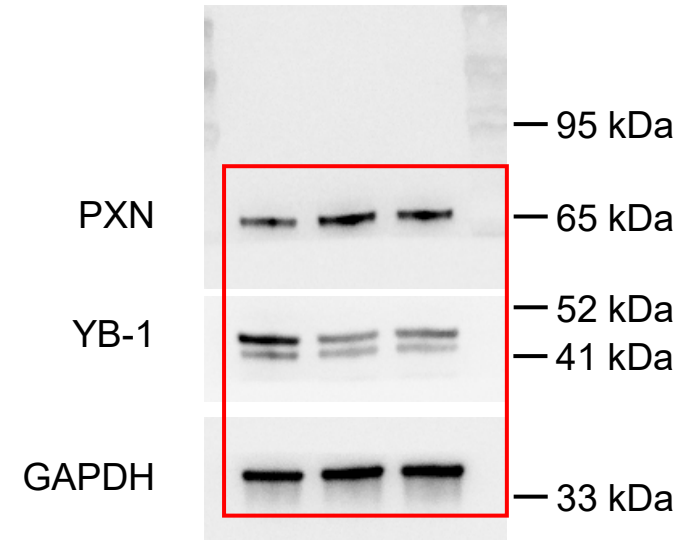

**Figure 7E**

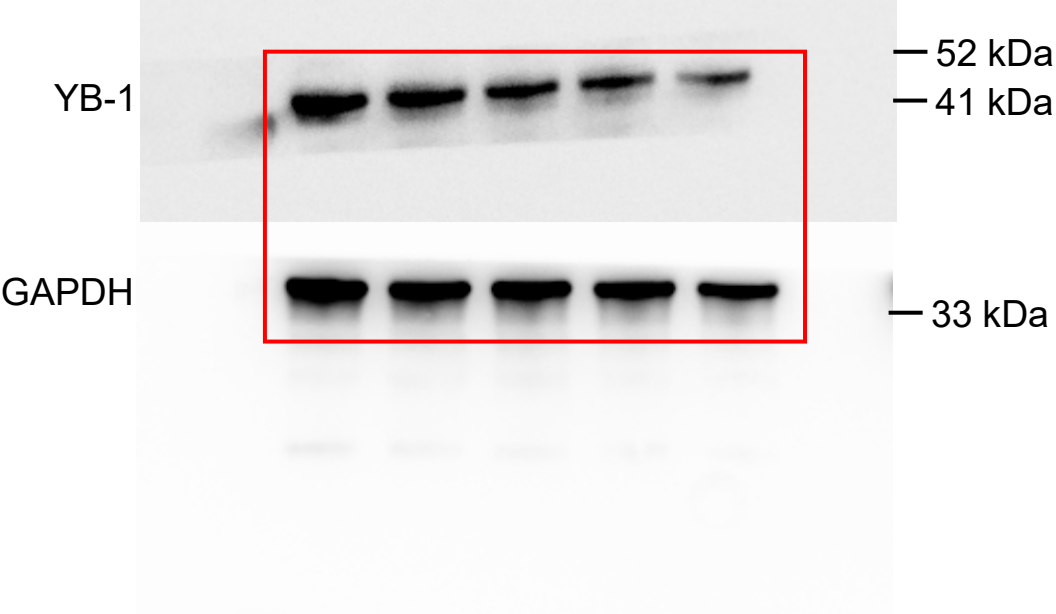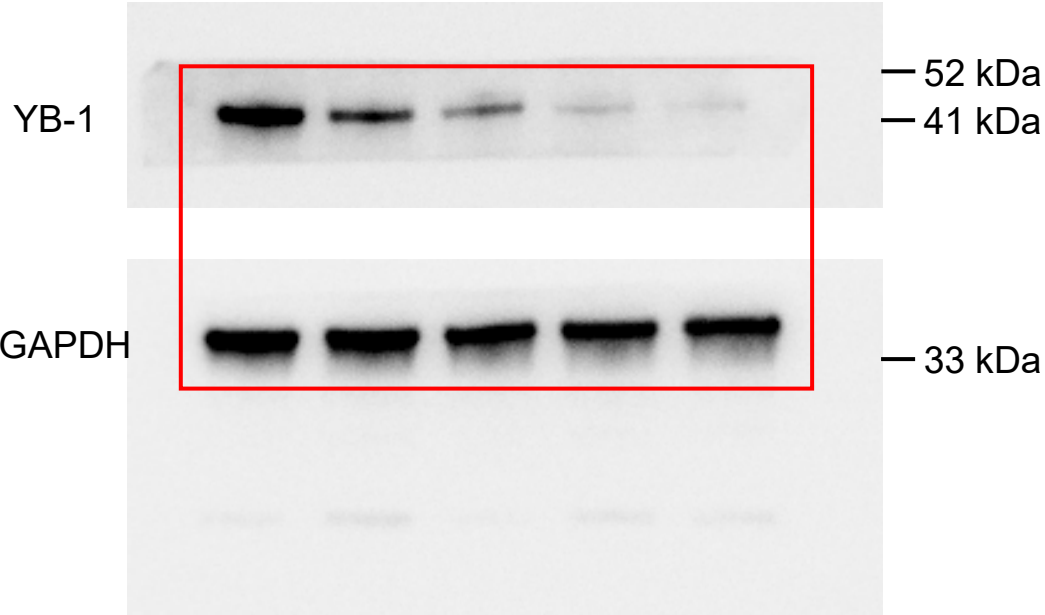

Figure S5E

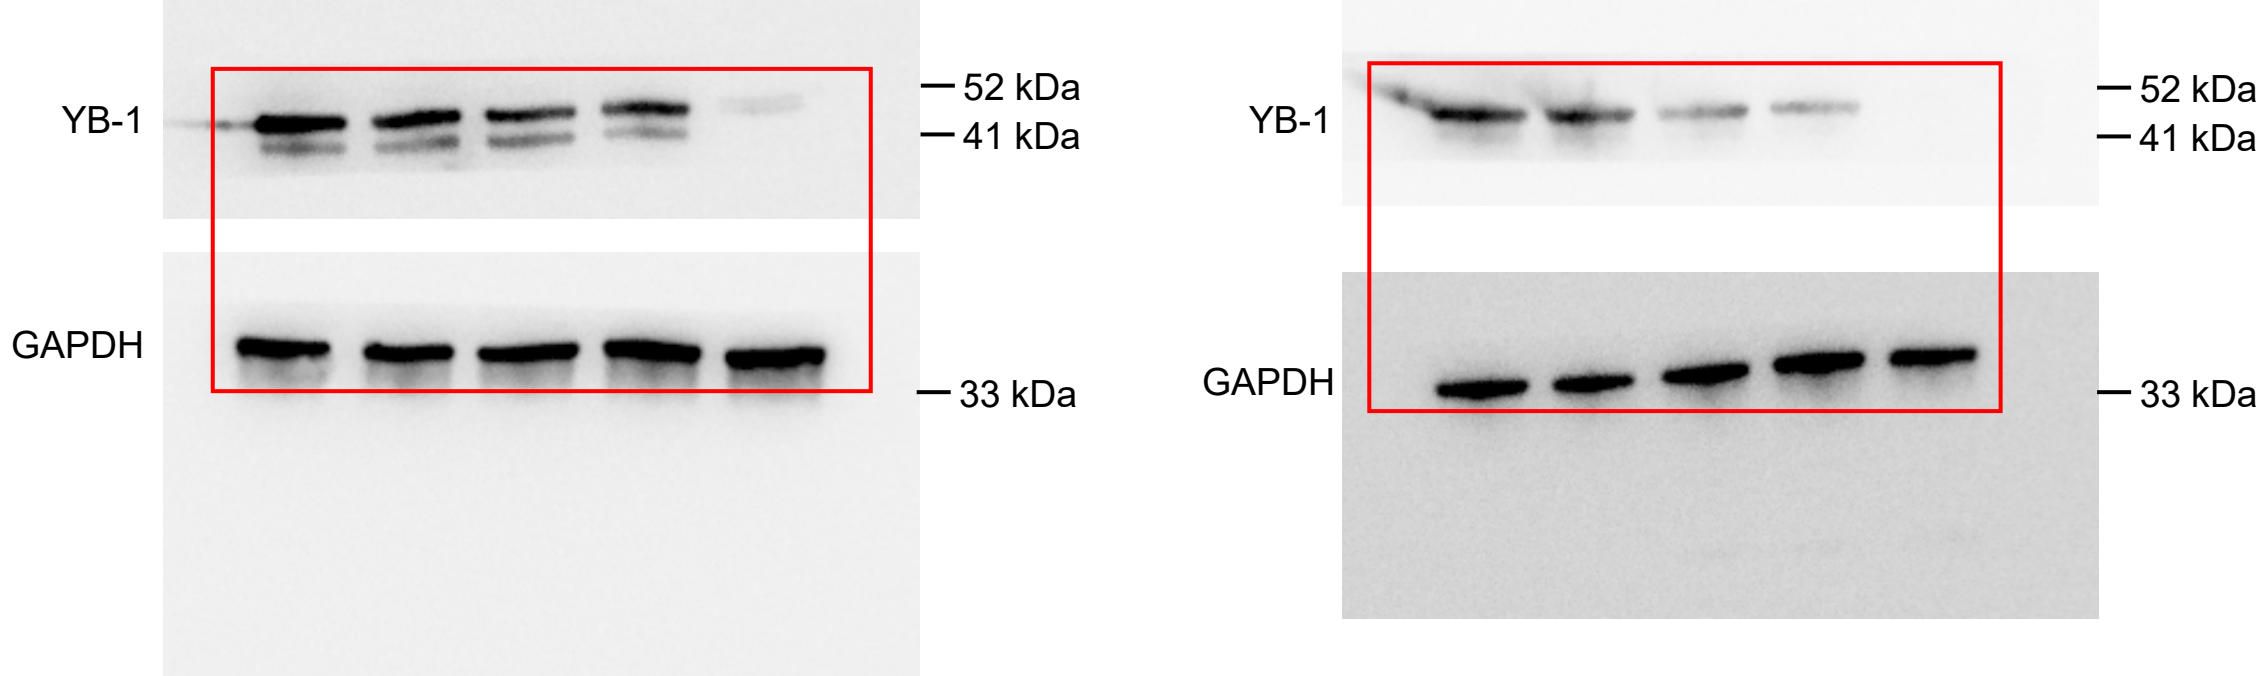

**Figure 7F**

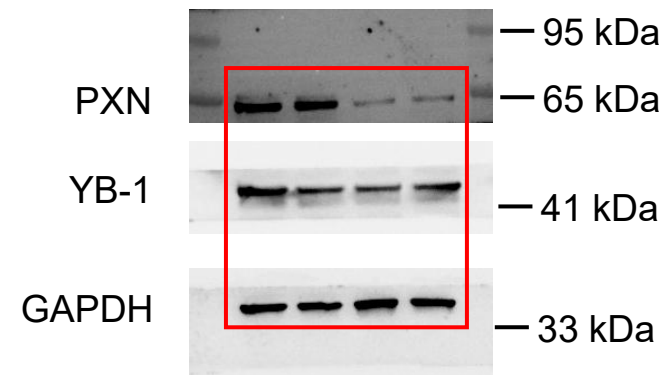

**Figure 7G**

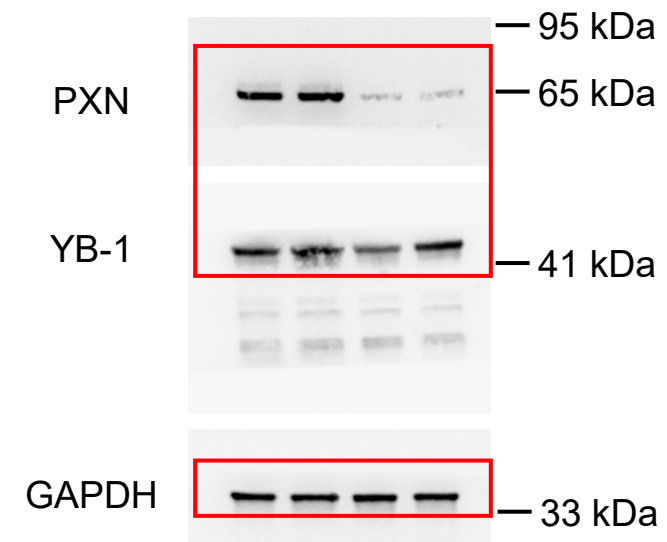

**Figure 7H**

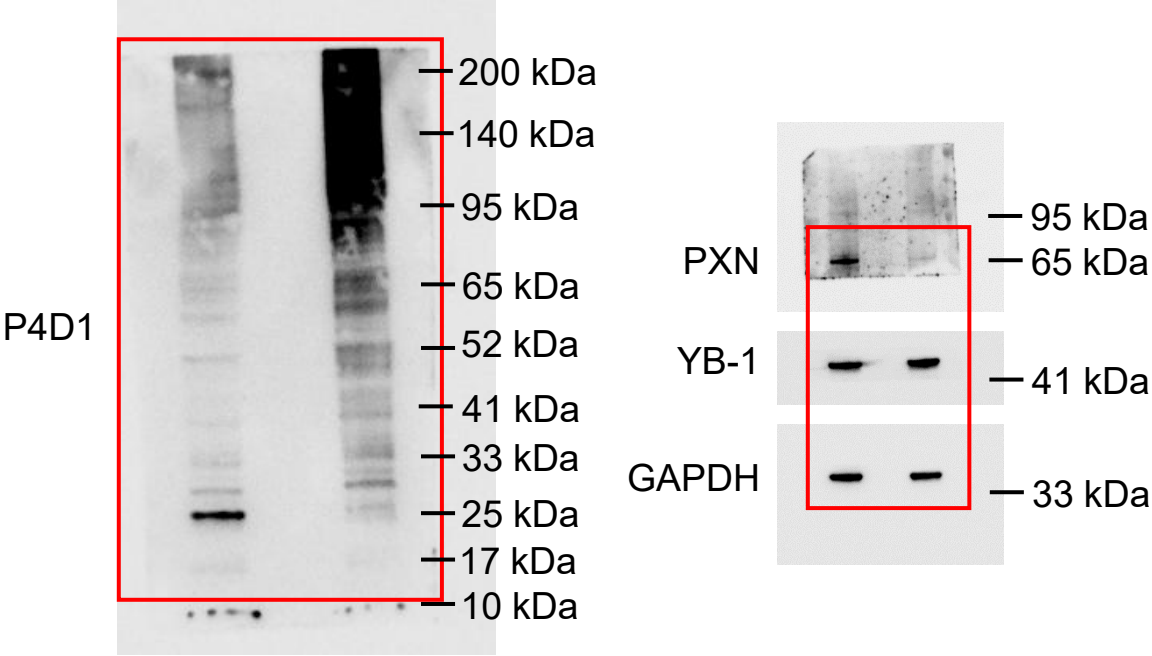

**Figure 7I**

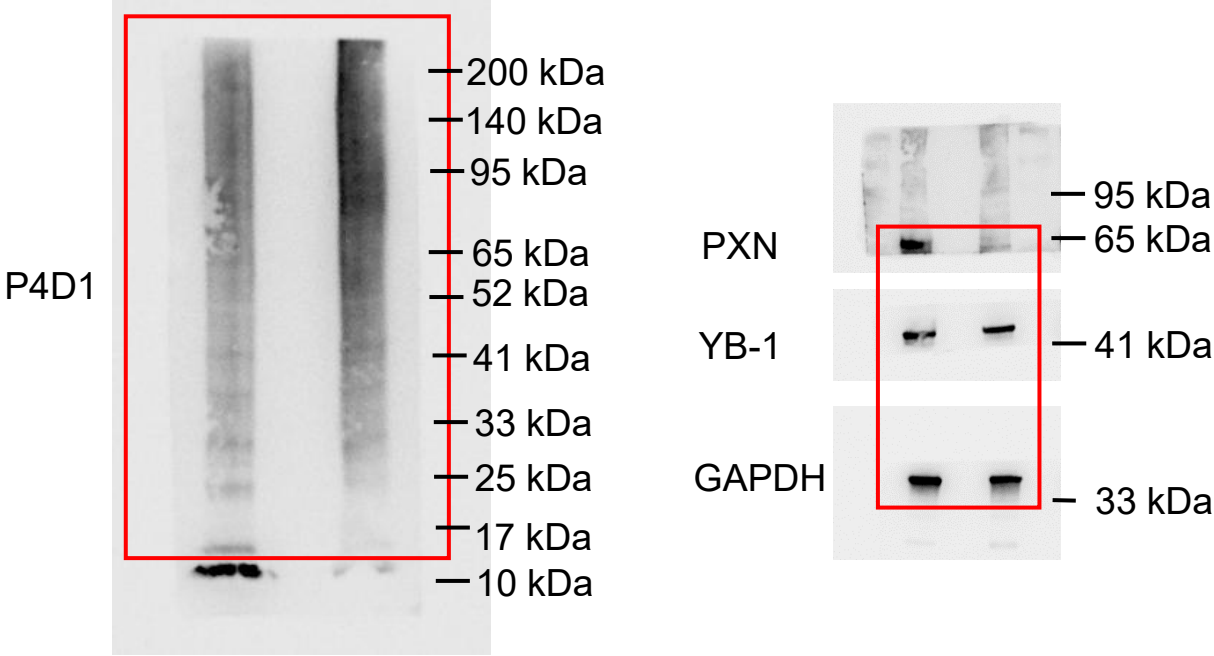

**Figure 7J**

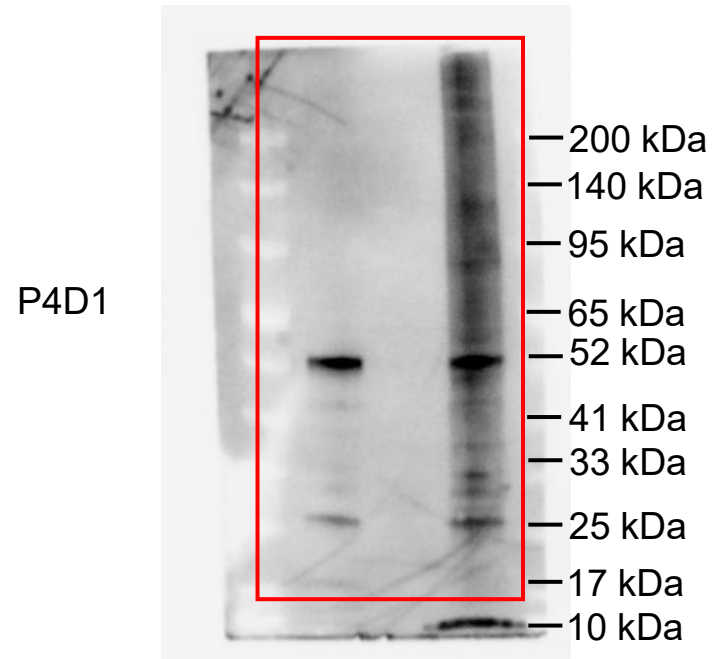

**Figure 7K**

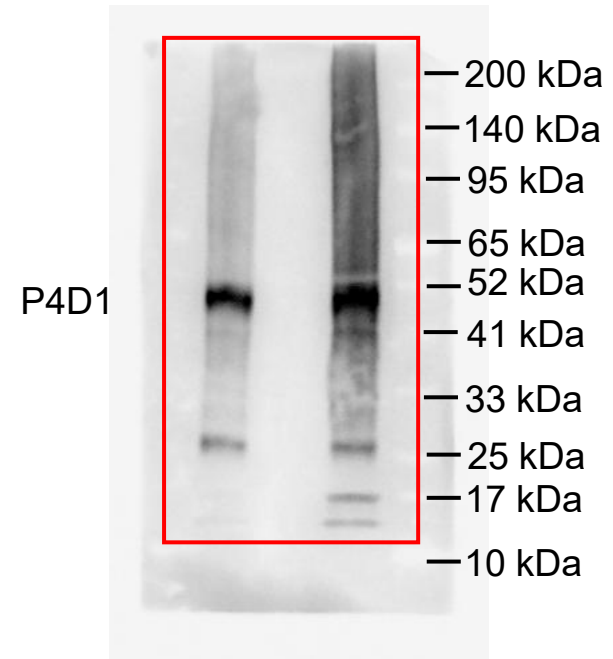

**Supplement:** Supplementary file 3 — Original western blots

How the deposited data were processed for this re-analysis (not part of the article)

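mRNA sequencing was analysed in 4 libraries, 1 from U87 and 1 from U373 cells with NT-shRNA and 1 from each with YB-1-shRNA. The cell line and the shRNA of each library were taken from the sample labels and matched to the column names of the deposited table.

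The authors sequenced stranded poly(A) mRNA libraries in pairs of 150 bp and processed the reads on a commercial online platform. The paper's text does not name the aligner, the counting program, the genome build, the annotation or which YB-1 shRNA was sequenced. The authors deposited 1 table of 62703 genes, 20966 of them without a gene name. It holds TPM per library, as given by the authors, scaled by gene length and library total and rounded. It also holds the mean TPM per shRNA. The deposited fold change (a ratio), log2 fold change, p-value and adjusted p-value are those of the authors' DEGseq comparison, with the cell lines pooled by shRNA. The authors' fold change is not the ratio of the deposited mean TPM. Read counts were not used here, so the depth per library is unknown, and no intervals, floors or count tests are given.

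The design set before the data were examined had a count test as its main test, with limma on log2(value + 1) where only normalized values were found. The values were TPM, so limma was used. Expression was taken as log2(TPM + 1) for the 15622 genes with a mean of at least 1 TPM, out of 31490 genes above 0 in any library. The model had the shRNA and the cell line as terms, which leaves 1 residual degree of freedom. The cell line is the pairing: each NT-shRNA library is paired with the YB-1-shRNA library of the same cell line, as the labels give it. Deviations from the shRNA means of libraries of 1 cell line correlated at 0.84 across the genes, although with 2 lines the deviations of one are the mirror of the other's. Adjusted p-values follow Benjamini and Hochberg. The thresholds were those of the study, a log2 fold change of at least 1 in size and an adjusted p-value under 0.001.

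The procedure was tested on simulated data with the real genes' means and the spread limma estimated, with 200 of 15622 genes changed and 15 draws for each size of change. At a true log2 fold change of 1, 0 of 200 genes were called at an adjusted p-value under 0.05 in each draw. At 2 the median was 0, with calls in 3 of the 15 draws and at most 134 genes, so a single draw is not informative. At 4 between 191 and 200 genes were called, and at an adjusted p-value under 0.001 calls were made in 4 of the 15 draws. At 6 between 142 and 199 genes were called at an adjusted p-value under 0.001. Sets of 50 simulated genes shifted by -1 were called by camera in 40 of 40 trials and unshifted sets in 0 of 40, with genes simulated as independent of each other, so this does not test the correlation between genes.

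Gene lists fixed before the data were examined were an S phase and a G2/M list of published cell cycle genes and hand-written lists for mTORC1, MYC, DNA replication, ECM-receptor interaction and interferon. The mTORC1 and MYC lists were written without cell cycle genes. Of the 8 lists tested, 1 is not reported here, nor are the results for 1 gene and 1 further list. The Hallmark and KEGG collections were not used here. Lists were tested with camera (correlation between genes 0.01), with fry and with camera and an estimated correlation, and adjusted over the 8 lists. Within each cell line a list's median was placed among 10000 random lists matched on size and mean expression, as a description of those libraries.

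The genes named in the text are those the study names for this experiment or around YB-1, the paralogs YBX2 and YBX3, MGMT, and the 5 largest rises and 5 largest falls past the thresholds that went the same way in both cell lines with a mean of at least 1 TPM. The last part of this rule, and Fisher's exact test of the lists, were applied to the authors' deposited table because limma called 0 genes. CDKN1A, IFIT3, TNFSF10, IFITM1 and the genes that changed in both cell lines were chosen after their values were seen. YBX2 had a mean of 0.133 TPM and was not tested, and MGMT was listed at 0 in each library.

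Alternatives were a pseudocount of 0.1, no filter on low TPM, no term for the cell line, other thresholds, either cell line left out, other gene set tests and members with a mean of at least 10 TPM. limma with an intensity trend was added after the data were seen. Alternatives that need read counts were not run. Each shRNA target was matched to GRCh38 with GENCODE 29, which may differ from the authors' build. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 were used.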

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

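The tests of explanations given here, and the limits by which they were read, were chosen after the results had been seen. Each difference between the cell lines rests on 1 library per cell line and shRNA, and none of these differences was tested against replicates. For gene lists the median difference per gene was placed among 10000 random lists, which describes these libraries only.

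CDKN1A and MDM2 went opposite ways in the cell lines. The log2 fold change of CDKN1A was -0.76 in U373 cells and 1.43 in U87 cells, a difference of 2.19, with 135 and 79.5 TPM (NT-shRNA and YB-1-shRNA) in U373 cells and 185 and 502 TPM in U87 cells. That of MDM2 was -1.21 and 1.07, a difference of 2.28. CDKN1A was singled out after its values were seen. The median of all genes was 0.036 in U373 cells and 0 in U87 cells, far smaller than these differences. No explanation is offered for this pair of genes.

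SRC and MLST8 also had opposite signs, but by small amounts. The difference of U87 minus U373 was -0.47 for SRC (-0.16 against 0.31) and -0.26 for MLST8 (-0.22 against 0.035). The standard deviation of the log2 fold changes over genes with a mean of at least 10 TPM was 0.37 in U373 cells and 0.66 in U87 cells, and there is no replicate within a cell line to set these differences against. No biological explanation was tested for them.

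The MYC list, mostly genes of ribosome biogenesis, had a median of 0.081 in U373 cells and -0.58 in U87 cells, with a median difference per gene of -0.67, below all 10000 random lists. In U87 cells 56 of the 58 genes fell, and the median lay below all 10000 random lists, whereas in U373 cells it lay at percentile 64.9. The adjusted p-value from camera over both cell lines was 1.55e-05, and that from fry 0.581. The difference was -0.61 after the 100 most abundant genes were left out of the scale and each line was centred, and also -0.61 after correction for GC content and length, which argues against scaling and sequence as the cause. Slower growth of the U87 culture and an effect of YB-1 loss on these genes both stay open, and neither was tested.

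The paper does not report on interferon genes. The interferon list, written as a check on a response to the shRNA, had a median of 0.66 in U373 cells, above all 10000 random lists, with 31 of 33 genes higher. In U87 cells the median was 0.057, at percentile 70.4, with 20 genes higher and 12 lower. The median difference per gene of U87 minus U373 was -0.53, below all 10000 random lists. Camera gave an adjusted p-value of 1.71e-05 over both cell lines and fry 0.529. IFIT3, TNFSF10 and IFITM1, singled out after their values were seen, rose in U373 cells (log2 fold changes of 1.67, 1.61 and 1.15) and fell in U87 cells (-0.59, -1.12 and -1.02). Scaling and sequence are argued against as causes of the rise, since the U373 median was 0.60 after the 100 most abundant genes were left out of the scale and each line was centred, and 0.65 after correction for GC content and length. Low expression in U87 cells may explain part of the difference between the lines. Over the 17 genes with a mean of at least 10 TPM in the U87 libraries the median was 0.30 in U87 cells, with 12 genes higher, and 0.46 in U373 cells. This value was first read as bearing out that explanation, because it just passed a limit of 0.3 set after the fact, and it is treated here as undecided. The NT-shRNA control also carries a hairpin, so a response shared by both hairpins would not appear as a difference. A response that differs between the hairpins or their vectors and an effect of losing YB-1 cannot be told apart, since there is 1 YB-1-shRNA library in U373 cells and no rescue.

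YBX3, a paralog of YBX1, fell in both cell lines. Its expression was 180.0 TPM with NT-shRNA and 93.7 TPM with YB-1-shRNA in U373 cells and 232 and 118 TPM in U87 cells, which left 52.1% and 51.1%. The log2 fold change was -0.95 (standard error 0.23, adjusted p = 0.571 from limma). Reads shared with YBX1 are argued against, since 0 sequences of 31 bases are common to YBX1 and YBX3 transcripts. A direct action of the hairpins is argued against too, since the YB-1 target sequences have at least 7 mismatches to any YBX3 transcript and no YBX3 transcript holds a seed site of either. An effect of YB-1 loss on YBX3 mRNA is a hypothesis that stays open, and other off-target effects of the hairpins were not excluded.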

How the results depend on the processing

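The alternatives were set before the data were examined, except limma with an intensity trend, the pseudocount of 0.1 for calls in both cell lines, the 10 TPM background of Fisher's test and every alternative for calls adjusted over a list alone.

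The counts of 0 up-regulated and 0 down-regulated genes from limma were also 0 with an adjusted p-value under 0.05, a log2 fold change of at least 2, a pseudocount of 0.1, no filter on low TPM, no term for the cell line and an intensity trend. At an unadjusted p-value under 0.05 these fits gave 972 genes with a pseudocount of 0.1, 1909 of 31490 without the filter and 1585 with the trend, against 1298. Without the replicate block, that is without the pairing by cell line, there were 88 genes at an unadjusted p-value under 0.05 and 0 past the thresholds, and the fit without the block changed 0 gene set calls. It did change calls adjusted over a list alone, an alternative chosen after the data were seen. Without the block, and also with a pseudocount of 0.1, 1 named gene (YBX1) was called in place of 3 and 0 ECM-receptor genes in place of 1. With the trend these counts were 3 and 3. A count of 0 says little about stability here, because simulated changes of a true log2 fold change of 1 were not called either.

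The 5 lists called by camera (S phase, G2/M, DNA replication, MYC and interferon) were past 0.05 with a pseudocount of 0.1, without the block and with members of at least 10 TPM. None of the 5 was past it with fry (adjusted p = 0.529, and 0.581 for MYC) or with the correlation estimated (0.531, and 0.681 for MYC). The cause of the lower significance was not tested. Neither fry nor camera with the estimated correlation was run on simulated shifts, so whether they could call a shifted list here is unknown. The correlation between genes that these tests allow for and the difference between the cell lines, which enters the residual of a fit with 1 residual degree of freedom, were not separated.

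With either cell line left out, the MYC list had medians from -0.58 to 0.081 and the ECM-receptor list from 0.026 to 0.042 (0.097 over both). The log2 fold changes of single genes ranged from -0.16 to 0.31 for SRC, -0.22 to 0.035 for MLST8, -1.21 to 1.07 for MDM2, -0.76 to 1.43 for CDKN1A, -0.59 to 1.67 for IFIT3, -1.12 to 1.61 for TNFSF10 and -1.02 to 1.15 for IFITM1. The lowest value comes from the U87 libraries for the MYC and ECM-receptor lists, SRC, MLST8 and the interferon genes, and from the U373 libraries for MDM2 and CDKN1A. YBX1 kept its direction, from -2.62 to -2.31, as did CD44, CCT4 and PXN. The S phase, G2/M and DNA replication medians kept their direction too, but those of U373 cells were several times smaller than those of U87 cells (-0.25, -0.29 and -0.27 against -1.49, -1.71 and -1.36), so the values over both lines (-0.83, -1.02 and -0.79) rest mostly on U87 cells.

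The share of genes with the same sign in both cell lines was 64.6% among genes with a mean of at least 10 TPM and 73.8% among genes with a fold change of at least 1.5 in both, against 61.6%. The counts of the authors' calls with a log2 fold change of at least 1 in both cell lines rose from 38 to 144 and from 32 to 131 with a pseudocount of 0.1, which gives larger changes to genes of low TPM. Among the lists reported here, the ECM-receptor list passed 0.05 in Fisher's test only against the 10 TPM background (0.0283 against 0.056). The mTORC1 list moved from 0.0435 to 0.00402 with the same 6 genes down-regulated, of 93 and then of 91. The ECM-receptor list held 4 of 53 and then 3 of 41. The down-regulated share of the background fell from 2.34% to 1.45%. The lower p-values of Fisher's test thus came with that lower share and not with more list genes down-regulated.

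Alternatives that need read counts were not run. These were other size factors, another count test, filters on counts, a prior count and the DEGseq test on summed or separate libraries. The depth is unknown, so what it limits could not be worked out.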

Differences from the paper's values

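The paper reports 680 up-regulated genes, and limma with the cell lines as replicates gave 0. For down-regulated genes the paper reports 551, and limma gave 0. Each of the alternatives set before the data were examined that could be run (an adjusted p-value under 0.05, a log2 fold change of at least 2, a pseudocount of 0.1, no filter on low TPM and no term for the cell line) also gave 0 and 0, so none closed the gap. The same holds for limma with an intensity trend, chosen after seeing the values. The study's thresholds applied to the authors' deposited table, whose p-values come from DEGseq on libraries pooled by shRNA, give the paper's 680 and 551.

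The paper states that MTORC1 signaling was down-regulated. The mTORC1 list used here, which is not the Hallmark set, had a median of -0.034 over both cell lines, with an adjusted p-value of 0.335 from camera. It was written without cell cycle genes, so a fall of any such genes in the Hallmark set would not show in it. Among the down-regulated genes of the authors' deposited table the same list held 6 of its 93 genes, with an adjusted p-value of 0.0435 from Fisher's exact test. Among genes with a mean of at least 10 TPM, a background chosen after the data were seen, it held 6 of 91 and the adjusted p-value was 0.00402.

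The paper states that CCT4 mRNA did not change significantly. Limma gave an adjusted p-value of 0.607, whereas the authors' deposited table lists one of 1.10e-115 with a log2 fold change of -0.48, which is under the study's fold threshold.

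The paper's text speaks of the top 100 genes for the heatmap of Fig. 8C and its legend of the top 200, and neither set was used here.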

Other observations

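The tests in this part were chosen after the results they bear on had been seen, and their limits were set then too. In all, 16 tests of explanations are reported here and among the results above, of which 1 came out for the explanation, 11 against it and 4 undecided. Among the undecided, those on growth state and on a response to the hairpin or its vector rest only on the number of libraries, and nothing was measured for them.

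PXN (ENSG00000089159) mRNA was 104 TPM with NT-shRNA and 127 TPM with YB-1-shRNA in U373 cells and 157.6 and 189 TPM in U87 cells, a log2 fold change of 0.27 (standard error 0.23, adjusted p = 0.695 from limma). The paper reports PXN protein after YB-1 silencing, which is another measurement. STAT3 mRNA rose in both cell lines, with log2 fold changes of 0.41 in U373 cells and 0.90 in U87 cells (unadjusted p = 0.0515, adjusted p = 0.571 from limma). YBX2 had at most 0.39 TPM in any library.

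The cell cycle lists fell further in U87 than in U373 cells, with a median difference per gene of -1.12 for S phase, -1.34 for G2/M and -1.04 for DNA replication, each below all 10000 random lists of the same size and expression. The smallest of the 3 was -0.98 after the 100 most abundant genes were left out of the scale and each line was centred, and -1.01 after correction for GC content and transcript length, which argues against both as the whole cause. Silencing was no deeper in U87 cells, where 20.0% of YBX1 mRNA was left against 16.2% in U373 cells, but with 1 library each and no protein measured this decides little. A difference in the growth state of the cultures at harvest stays open, since there is 1 library per cell line and shRNA. The ECM-receptor list also differed between the lines per gene (median difference 0.20, percentile 99.85), although its medians were near 0 in both, and this was not followed up.

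The authors' fold changes depart from the ratios of the deposited mean TPM along with the cell line a gene is expressed in (Spearman's rho = -0.39 over 4534 genes, across genes). A candidate explanation is that the cell lines had unequal weight in the pooled comparison. Weights fitted on other genes gave U87 cells 48.1% of the YB-1-shRNA pool and 53% of the NT-shRNA pool, and the correlation over the 4534 genes left out of the fit then fell to -0.00462. Such a fall could also follow from other differences tied to the cell line, so it does not single out unequal weight. Transcript length did not account for the departure (rho = 0.0106). Over 9067 genes with at least 5 TPM in each library, 222 had a fold change in the authors' deposited table opposite to that of both cell lines, 25 of these with an adjusted p-value under 0.001 there, and 0 were called.

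Off-target action through the seeds of the YB-1 hairpins was examined in the longest annotated 3′ UTR of each gene. Among the 119 down-regulated genes of the authors' deposited table with a mean of at least 10 TPM and a 3′ UTR of at least 50 bases, 12.6% held a site of shYB-1#1 against 11.6% of other genes (Fisher's exact test, p = 0.666), and 18.5% held a site of shYB-1#2 against 20.9% (p = 0.571). Most of these 119 genes held no site of a given hairpin there, so sites of either seed alone do not account for most of these 119 calls. An effect on some of them stays open, and the other down-regulated genes were not examined. Over all 8562 genes examined, those with a shYB-1#2 site had a mean log2 fold change lower by a very small amount in U87 cells (difference -0.020, below all 104 permuted heptamers) and at percentile 4.81 in U373 cells. For shYB-1#1 the percentiles were 29.5 in U373 cells and 20.1 in U87 cells. Split by a T before the site, as a check for another binding motif, the U87 difference was -0.031 with it (standard error 0.019) and 0.0039 without it (standard error 0.028). In U373 cells the order was the reverse, with -0.0095 (standard error 0.010) and -0.023 (standard error 0.014). The split decides nothing. CD44 has 0 seed sites of either hairpin in the 3′ UTR examined. Over the full sequence of its 39 annotated transcripts, 3 hold a site of shYB-1#1 and 0 hold a site of shYB-1#2.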
